# Exploratory study reveals far reaching systemic and cellular effects of verapamil treatment in subjects with type 1 diabetes

**DOI:** 10.1038/s41467-022-28826-3

**Published:** 2022-03-03

**Authors:** Guanlan Xu, Tiffany D. Grimes, Truman B. Grayson, Junqin Chen, Lance A. Thielen, Hubert M. Tse, Peng Li, Matt Kanke, Tai-Tu Lin, Athena A. Schepmoes, Adam C. Swensen, Vladislav A. Petyuk, Fernando Ovalle, Praveen Sethupathy, Wei-Jun Qian, Anath Shalev

**Keywords:** Type 1 diabetes, Type 1 diabetes

## Abstract

Currently, no oral medications are available for type 1 diabetes (T1D). While our recent randomized placebo-controlled T1D trial revealed that oral verapamil had short-term beneficial effects, their duration and underlying mechanisms remained elusive. Now, our global T1D serum proteomics analysis identified chromogranin A (CHGA), a T1D-autoantigen, as the top protein altered by verapamil and as a potential therapeutic marker and revealed that verapamil normalizes serum CHGA levels and reverses T1D-induced elevations in circulating proinflammatory T-follicular-helper cell markers. RNA-sequencing further confirmed that verapamil regulates the thioredoxin system and promotes an anti-oxidative, anti-apoptotic and immunomodulatory gene expression profile in human islets. Moreover, continuous use of oral verapamil delayed T1D progression, promoted endogenous beta-cell function and lowered insulin requirements and serum CHGA levels for at least 2 years and these benefits were lost upon discontinuation. Thus, the current studies provide crucial mechanistic and clinical insight into the beneficial effects of verapamil in T1D.

## Abstract (web summary)

Oral verapamil lowers inflammatory markers and daily insulin needs in subjects with type 1 diabetes and helps preserve pancreatic beta cell function for at least two years. In this context, serum chromogranin A provides a promising therapy marker.

## Introduction

Diabetes continues to grow as a chronic global health problem, affecting people of all ages. Since the discovery of insulin, a century ago, therapies have improved dramatically, but many critical needs and hurdles remain and prevent subjects with diabetes from living a truly normal life. In the case of type 1 diabetes (T1D), which involves autoimmune and inflammatory processes and destruction of insulin-producing pancreatic beta cells, exogenous insulin is still the only available therapy, and it is associated with the inherent risk of low blood glucose levels or hypoglycemic episodes that can be life-threatening. In addition, administration of insulin entails either continuous infusion via a pump or multiple daily injections and no oral medications are available. Recently, we reported the results of a small, phase 2, randomized placebo-controlled trial, using oral verapamil, an approved blood pressure medication, in new-onset T1D subjects^1^. Subjects receiving verapamil had improved endogenous beta cell function (as measured by a 2 h mixed-meal-stimulated C-peptide area under the curve (AUC)), lower insulin requirements, and fewer hypoglycemic events as compared to individuals getting placebo added to their standard insulin regimen^1^. Even though all subjects were normotensive, verapamil did not lead to any hypotension or any adverse events. While highly promising, these findings also raised a number of new mechanistic questions, including what exact biological changes verapamil elicits in humans with T1D, how long they may last, and how these changes and any potential associated therapeutic success could be monitored. The current studies were aimed at addressing these questions using proteomics, transcriptomics, and pathophysiological approaches. In this work, we now show that verapamil reverses T1D associated increases in serum CHGA levels, proinflammatory interleukin-21 (IL-21) levels, and T-follicular-helper (Tfh) cell markers and promotes an anti-oxidative, anti-apoptotic and immunomodulatory gene expression profile in human islets. In addition, our results suggest that continuous use of oral verapamil in subjects with T1D may delay loss of beta cell function and lower insulin requirements for at least 2 years post-diagnosis and that such therapeutic success or disease progression can be monitored by changes in serum CHGA.

## Results

To assess potential systemic changes in response to verapamil treatment, we conducted a global proteomics analysis using liquid chromatography-tandem mass spectrometry (LC-MS/MS) of serum samples from subjects at baseline and after 1 year of receiving verapamil or placebo and determined the effect of treatment on changes over time. 10 subjects had sufficient usable serum for LC-MS/MS at both of these time points resulting in 20 samples used for proteomics analysis (Supplementary Fig. 1). The baseline subject characteristics of this subset and of the full set of study participants are shown in Supplementary Table 1 and they demonstrate that there were no significant differences between the treatment groups with respect to age, gender, race, BMI, or HbA1C. Also, analysis of serum from the same subject before and 1 year after treatment allowed each subject to provide its own baseline control and avoid confounding effects from inter-individual variability. Applying a global serum proteomics workflow (Supplementary Fig. 1) along with this tightly controlled design, we were able to quantify 31,457 unique peptides and 867 proteins (<1% false discovery rate, FDR) with TMT reporter ion intensity data across all channels without missing data in the 20 serum samples (Supplementary Fig. 2). The raw dataset from this study is available at ProteomeXchange (accession # PXD026601). Following statistical analysis on treatment effect using a linear regression model, 53 proteins were identified whose relative abundance over time was significantly altered (*P* < 0.05) by verapamil treatment (Supplementary Table 2). Enrichr^2^ analysis of these proteins revealed enrichment for gene ontology biological processes such as neutrophil-mediated immunity and regulation of acute inflammatory and humoral immune responses as well as regulation of cellular metabolic processes (Supplementary Table 3). In fact, we observed a downregulation of leukocyte immunoglobulin-like receptor subfamily A member 3 (LILRA3 aka CD85e) and of secreted and transmembrane protein 1 (SECTM1) in response to verapamil, both proteins known to be involved in immune modulation (Supplementary Table 2). The cluster of differentiation 81 (CD81), which associates with CD4 and CD8 on T cells and provides a costimulatory signal with CD3 was also downregulated by verapamil, as was osteoclast-associated immunoglobulin-like receptor (OSCAR), a member of the leukocyte receptor complex protein family that regulates innate and adaptive immune responses. Interestingly though, chromogranin A (CHGA) emerged as the top serum protein altered by verapamil treatment in subjects with T1D exhibiting the most significant change in relative abundance over time in response to treatment as assessed by linear regression (Supplementary Table 2). In addition, two-sided t-test and paired t-test demonstrated that CHGA (unlike most other proteins) was also significantly downregulated in the verapamil group at year 1 as compared to placebo (*P* = 0.007) and as compared to baseline (*P* = 0.004), respectively. CHGA is a secreted glycoprotein produced by neuroendocrine cells and as such, it has been well established as a marker of neuroendocrine tumors. Within the cells, CHGA is localized in secretory granules including those of pancreatic beta cells, raising the possibility that changes in its circulating levels might also reflect alterations in beta cell integrity.

Indeed, while on average the relative abundance of CHGA in serum did not significantly change during the first year of T1D in control subjects receiving placebo (Fig. 1a), it decreased significantly in each subject receiving verapamil (Fig. 1b). Moreover, comparison of these baseline to year 1 changes in the verapamil group as compared to the control group also revealed a clear and significant difference between the study groups (Fig. 1c). To further confirm these LC-MS/MS results, we also measured serum levels of CHGA by ELISA in the full set of study subjects (Supplementary Table 1). The results were very much in alignment and again revealed no significant change over time in controls (Fig. 1d), but a significant and consistent decrease in serum CHGA after 1 year of verapamil treatment (Fig. 1e). Comparison of these baselines to year 1 changes in the verapamil group versus the control group again demonstrated a striking and significant difference between the study groups (Fig. 1f). Interestingly, serum CHGA levels in healthy, non-diabetic volunteers were ~2-fold lower as compared to those in subjects with T1D, but after 1 year of verapamil treatment, there was no longer any significant difference between verapamil-treated T1D subjects and healthy individuals (Fig. 1g). Next, we compared these results to available mixed-meal-stimulated C-peptide AUC data from the same subjects. The stimulated C-peptide AUC has remained the gold standard for assessing pancreatic beta cell function in T1D, with a decrease indicating disease progression, whereas stable levels or an increase are considered signs of successful therapeutic intervention^3–5^. In fact, serum CHGA showed a significant inverse correlation with C-peptide AUC (Fig. 1h). Moreover, C-peptide AUC decreased in each individual receiving placebo, while trending up in subjects getting verapamil (Supplementary Fig. 3a, b), providing a mirror image of the changes in CHGA observed in the same subjects (Fig. 1a, b). In addition, individual longitudinal changes in CHGA inversely correlated with individual longitudinal changes in C-peptide AUC (Supplementary Fig. 3c). Thus, serum CHGA seems to reflect changes in beta cell function in response to verapamil treatment or T1D progression and therefore may provide a longitudinal marker of treatment success or disease worsening. This notion is supported by recent reports suggesting that CHGA may serve as a biomarker for some autoimmune diseases including T1D^6,7^. Also, testing for CHGA only requires a simple blood draw and therefore may provide an easy and straightforward way to monitor changes in response to therapy or T1D progression over time. This would address a critical need, as the lack of a simple longitudinal marker has been a major challenge in the T1D field.

**Fig. 1:**
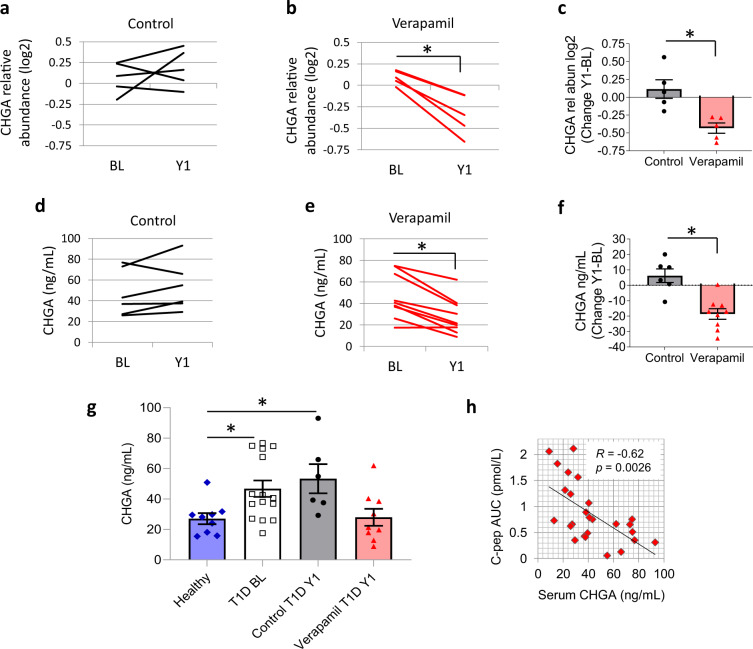
Serum CHGA in response to verapamil treatment of subjects with T1D. CHGA as assessed by LC-MS/MS (*y*-axis represents relative abundance levels in zero-centered log2 form) in serum at baseline (BL) or at 1 year (Y1) of individual control subjects with T1D receiving placebo (black) (*n* = 5) (NS) (**a**) or verapamil (red) (*n* = 5) (*t*_*4*_ = 5.966, *P = 0.0040) (**b**). Comparison of the changes in CHGA (BL to Y1) as assessed by LC-MS/MS in the verapamil and the placebo group (*t*_*8*_ = 3.674, *P = 0.0063) (**c**). Serum CHGA levels at BL or Y1 as assessed by ELISA in individual control subjects with T1D receiving placebo (*n* = 6) (NS) (**d**) or verapamil (*n* = 9) (*t*_*8*_ = 5.44, *P = 0.0006) (**e**). Comparison of the changes in CHGA (BL to Y1) as assessed by ELISA in the verapamil and the placebo group (*t*_*13*_ = 4.497, *P = 0.0006) (**f**). Serum CHGA levels in healthy, non-diabetic volunteers (blue) (*n* = 9) as assessed by ELISA and compared to subjects with T1D at baseline (T1D BL) (white) (*n* = 15), subjects with T1D getting placebo for 1 year (Control T1D Y1) (*n* = 6) or receiving verapamil for 1 year (Verapamil T1D Y1) (*n* = 9) (*F*_*3,35*_ = 4.392, *P = 0.01) (**g**). Correlation of C-pep AUC and serum CHGA (*R* = −0.62, *P* = 0.0026) (**h**). Bars represent means ± SEM. For **a**, **b**, **d**, **e**, two-tailed, paired Student’s *t*-test. For **c**, **f**, two-tailed Student’s *t*-test. For **g**, one way ANOVA and for **h**, repeated measures correlation coefficient by mixed model. Subject characteristics are listed in Supplementary Table 1. Source data are provided as a Source Data file.

Therefore, to determine whether longitudinal changes in serum CHGA would continue to mirror therapeutic effects or disease progression over a longer period of time, we measured CHGA levels in a small number of study subjects with T1D who had received verapamil in year 1 and continued the treatment for a second year after diagnosis, as well as in control study participants who had never received verapamil. In addition, a subset of verapamil users discontinued the treatment after completion of the 1-year study, and their serum CHGA was analyzed as well. The subject characteristics of these subgroups are shown in Supplementary Table 4. Interestingly, we found that CHGA levels continued to decline and remained lower over the 2 years of verapamil treatment as compared to control subjects just receiving standard T1D treatment (Fig. 2a). Most strikingly, CHGA levels rose in those subjects that discontinued verapamil in year 2 (Fig. 2a). Inversely, C-peptide AUC remained stable over the 2-year period in subjects taking verapamil, whereas it continued to decline during the second year in the control group (Fig. 2b). Moreover, discontinuation of verapamil led to a sharp drop in C-peptide AUC during year 2 (Fig. 2b). Consistent with these changes, the insulin dose required to control blood glucose levels remained low and stable over the 2-year period with verapamil treatment but continued to increase in the control group (Fig. 2c). Also, discontinuation of verapamil resulted in a clear increase in insulin requirements during year 2 (Fig. 2c). Blood glucose control as assessed by HbA1C remained stable over the 2-year period and was similar in the different study groups (Fig. 2d). The corresponding individual data are shown in Supplementary Fig. 4a–d, respectively. Together, these results not only show that changes in CHGA continue to reflect alterations in beta cell function over time providing an attractive longitudinal marker, they also demonstrate that with continuous use the beneficial effects of verapamil in subjects with T1D persist for at least 2 years and that verapamil treatment effectively keeps exogenous insulin requirements low.

**Fig. 2:**
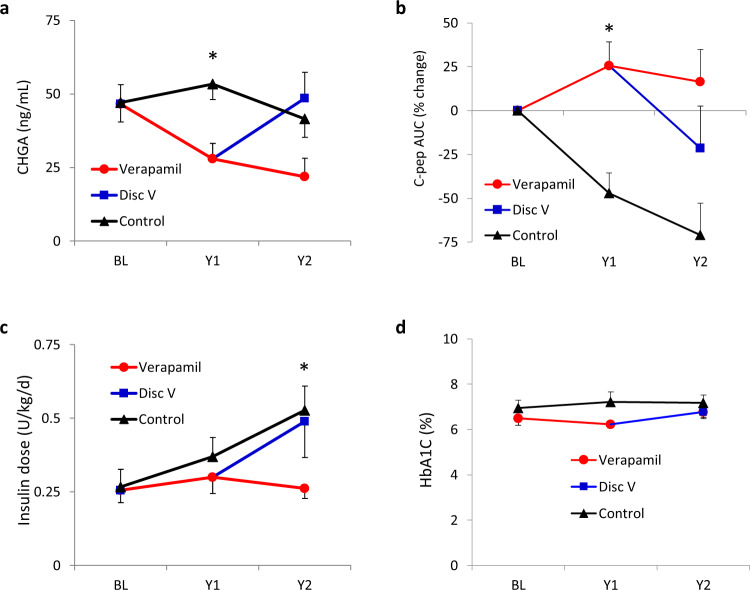
Insulin requirements, beta cell function, and CHGA over 2 years of T1D treatment with verapamil. Changes over time in serum CHGA as assessed by ELISA (*F*_4,19_ = 8.723, *P* = 0.0003) (**a**), C-peptide AUC (*F*_4,19_ = 4.346, *P* = 0.012) (**b**), daily insulin dose (*F*_4,23_ = 3.094, *P* = 0.036) (**c**) and blood glucose control as assessed by HbA1C (**d**) in subjects with T1D receiving verapamil for 2 years (Verapamil; *n* = 5), discontinuing verapamil after the first year (Disc V; *n* = 4), or not taking any verapamil (Control; *n* = 6). Means ± SEM are shown, two-way repeated-measures ANOVA. Subject characteristics of these subgroups are shown in Supplementary Table 4. Source data are provided as a Source Data file.

Intriguingly, CHGA has also been identified as an autoantigen in T1D and one of its peptide fragments has been reported to be recognized as an epitope by diabetogenic T-cells^8,9^. Together with our global serum proteomics results and our discovery that verapamil effectively lowered serum CHGA levels and resulted in persistent beneficial effects in the context of autoimmune T1D, this raised the question of whether verapamil might also have any effects on T-cells. We, therefore, analyzed T1D-induced changes in T-cell markers using peripheral blood monocytes (PBMCs) from the same study participants with T1D whose serum was analyzed by LC-MS/MS and compared them to available PBMCs from non-diabetic healthy volunteers (Supplementary Table 1). General markers of CD4 T-helper (Th) cells and of proinflammatory Th1 cells such as C-X-C chemokine receptor type 3 (CXCR3, aka CD183) and signal transducer and activator of transcription 4 (STAT4), were not significantly altered in subjects with T1D as compared to healthy controls and were not affected by verapamil treatment (Fig. 3a–c). In contrast, expression of CXCR5 (aka CD185), a surface marker of proinflammatory T follicular helper (Tfh) cells, and the Tfh signature cytokine, interleukin 21 (IL21) were significantly elevated in PBMCs of subjects with T1D as compared to healthy controls and these changes were reversed by verapamil treatment (Fig. 3d, e). Of note, serum IL-21 levels followed the same pattern, revealing again significantly elevated levels in T1D as compared to healthy controls and a ~2-fold reduction in response to verapamil treatment (Fig. 3f). Absolute serum IL-21 levels in healthy controls were comparable to those of healthy adults reported previously^10,11^. Also, the comparison of individual changes in these markers showed a similar trend with verapamil preventing the increase in CXCR5 from BL to Y1 and leading to a significant decrease in serum IL21 (Supplementary Fig. 5). This apparent increase in Tfh cell markers in subjects with T1D is consistent with recent reports of a Tfh cell signature in T1D that also included elevation in circulating Tfh cells and IL-21^12–15^. In addition, these changes have been suggested to play a role in the pathogenesis of T1D and to be potentially amenable to interventions^12–15^. Now our results reveal for the first time that verapamil treatment can reverse these T1D-induced changes. This suggests that verapamil, and/or the T1D improvements achieved by it, can modulate some proinflammatory cytokines and Th cell subsets, which in turn may contribute to the overall beneficial effects observed clinically.

**Fig. 3:**
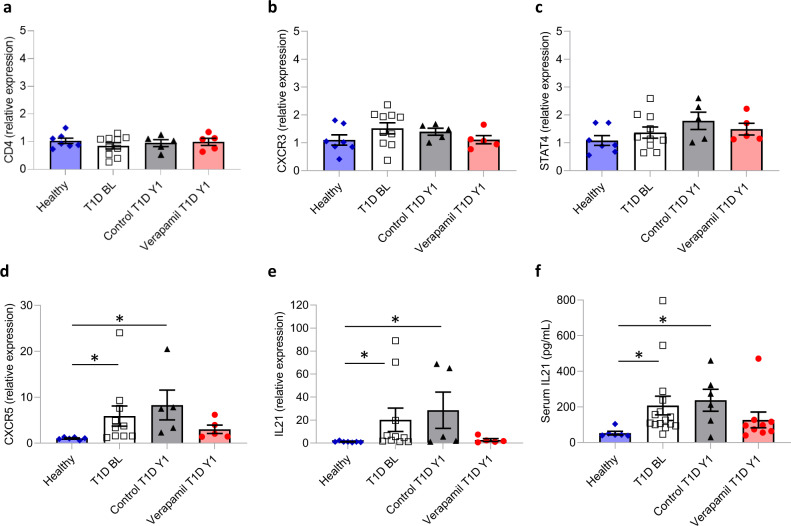
Effects of T1D and verapamil treatment on T-cells. Expression of the T-cell markers CD4 (NS) (**a**), CXCR3 (NS) (**b**), STAT4 (NS) (**c**), CXCR5 (*H*_*3*_ = 14.011, *P = 0.003) (**d**) and IL21 (*H*_*3*_ = 11.516, *P = 0.009) (**e**) as assessed by qPCR in PBMCs from healthy, non-diabetic volunteers (blue) (*n* = 7), subjects with T1D at baseline (T1D BL) (white) (*n* = 10), subjects with T1D getting placebo for 1 year (Control T1D Y1) (grey) (*n* = 5) or receiving verapamil for 1 year (Verapamil T1D Y1) (red) (*n* = 5). Serum levels of the proinflammatory cytokine IL-21 as assessed by ELISA (*H*_*3*_ = 11.847, *P = 0.008) (**f**). Bars represent means ± SEM; Kruskal-Wallis (nonparametric ANOVA) and Dunn’s multiple comparisons. Source data are provided as a Source Data file.

The fact that these clinical improvements included an increase in C-peptide AUC and preservation of endogenous beta cell function suggested that verapamil might also directly affect pancreatic islets. 

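The islet experiment gave 6 RNA sequencing libraries, 3 from islets cultured with verapamil, a blocker of L-type calcium channels, and 3 from untreated islets of the same 3 donors. For each sample, 250 islets were picked after a night at 5 mM glucose and kept at 25 mM glucose for 24 h, with verapamil at 100 µM in the treated samples. The authors aligned the single-end reads to GRCh38 with STAR, quantified them with Salmon and deposited 1 table of DESeq2-normalized counts, which were the values used for everything that follows. The normalized counts added up to 37906790, 36528120 and 39803464 in the untreated islets of donors A, B and C (replicates 1, 2 and 3) and to 38415518, 35566414 and 35058645 in the verapamil-treated islets. These sums do not give the sequencing depth, because each library had been divided by its own factor. The commonest value above 0 in each library was taken as the step that 1 read makes. From it, the counted reads were estimated at 26.9, 40.2 and 32.9 M reads in the untreated libraries and at 44.6, 32.5 and 47.2 M reads in the treated ones. The estimate is approximate, since a median of 71.9% of the values below 20 reads per library were whole multiples of that step. Its mean was 37.4 M reads, and the paper's stated average is about 43 M reads obtained per sample. The table listed 58037 genes, of which 21826 were at 0 in every library and 20041 had a mean of at least 10 normalized counts and were tested. Values were put on the log2 scale after 1 was added, and limma was fitted with the donor as a block, as in the paper's model, and with a prior variance that followed mean expression. The p-values were two-sided and were adjusted by the Benjamini-Hochberg method over all tested genes, with 0.05 as the threshold. A sign-flip test on 3 donors alone cannot give an exact p-value below 0.25, so the tests rest on variances shared between genes.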

We, therefore, next investigated the effects of verapamil on the overall gene expression profile by conducting RNA sequencing of verapamil-treated (*n* = 3) or untreated (*n* = 3) human islet samples from three different donors each serving as its own control. The dataset generated during the current study is available in the GEO repository (accession # GSE181328). Indeed, this transcriptomics analysis revealed that a large but comparable number of genes was up- as well as downregulated in response to verapamil (907 up and 619 down, respectively) as shown in the volcano plot (Fig. 4a). 

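In limma's paired test, 132 genes were higher and 195 lower with verapamil at an adjusted p-value under 0.05, out of 20041 genes tested. Among the 9218 genes with a mean above 500 normalized counts, 104 were higher and 115 lower. At an unadjusted p-value under 0.05, 1085 genes in this expression range were higher and 731 were lower. The donor block and the variance trend moved these counts most. Without the block, 0 genes passed the threshold, although 494 genes were higher and 440 lower at an unadjusted p-value under 0.05. A prior variance that did not follow expression also left 0 genes, with 1141 higher and 1708 lower at an unadjusted p-value under 0.05. The balance between the directions depended on the scaling: with every library set to the same total, 132 genes with a mean above 500 were higher and 96 lower, and 166 and 160 of all tested genes. Without donor A, 163 genes were higher and 262 lower. In that fit the standard errors of INSIG1, IDI1, BCL2L2 and HLA-B were nearly alike, at 0.29, 0.28, 0.29 and 0.28. With all donors they were 0.20, 0.17, 0.16 and 0.16. The variances without donor A thus rested largely on the prior, and the larger counts are not stronger evidence. The counts were 61 and 74 without donor B and 46 and 78 without donor C.

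**Figure D1:**
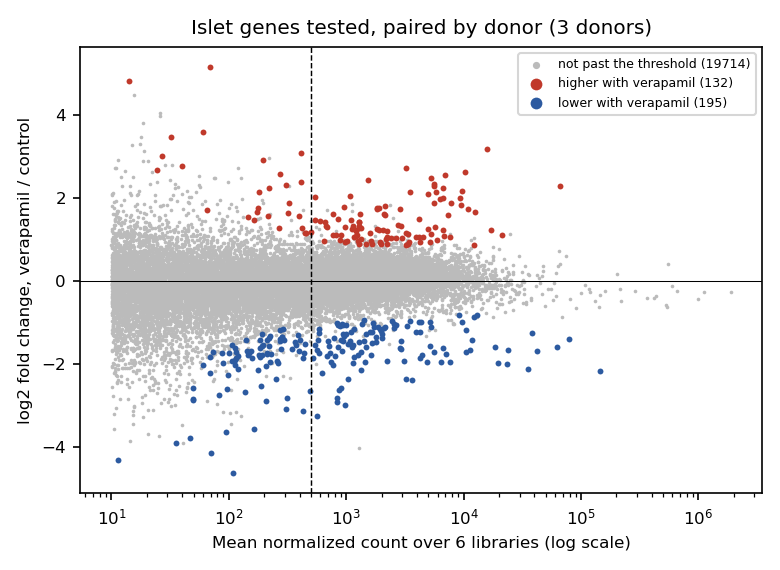
Log2 fold change with verapamil against the mean normalized count of each of the 20041 tested genes in 6 libraries (log axis). Red points are the 132 genes that were higher and blue points the 195 genes that were lower at an adjusted p-value under 0.05, and the dashed line marks a mean of 500 normalized counts.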

Further global analysis of these genes by gene ontology showed enrichment for a variety of biological processes, but interestingly three of the top ten processes were related to neutrophil-mediated immunity, degranulation, and activation (Supplementary Table 5). Of note, these are the same three processes identified in the Enrichr analysis of the human serum proteomics results (Supplementary Table 3), further supporting the notion that verapamil may also have some immune-modulatory functions. 

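The gene sets of the ontology terms were not used here. A list of 14 genes of the neutrophil lineage was tested instead. Only 4 of its genes had a mean of at least 10 normalized counts in the islets, and S100A9 had the highest mean, 54.4. These 4 genes were lower with verapamil, with a median log2 fold change of -0.85 and a range from -3.12 for MPO to -0.51. In limma's camera test, with a preset correlation of 0.01 between genes, the list passed the threshold (adjusted p = 0.0225). It did not pass with fry (adjusted p = 0.11) or with a correlation estimated from the data (adjusted p = 0.308). The list's median was -0.32 with a pseudocount of 10 and -0.72 without donor A, and it passed in neither case. No gene of the list passed the threshold on its own. Of the 53 serum proteins in Supplementary Table 2, 42 had a transcript among the tested islet genes. Across these 42 proteins, the islet log2 fold change and the serum change (year 1 less baseline with verapamil, less the same difference with placebo) had a Spearman rho of -0.02 (permutation test, p = 0.901) and a Pearson r of -0.086 (permutation test, p = 0.603). Both had an adjusted p of 0.901 over these 2 tests. Proteins are not independent replicates. Transcript and serum level moved the same way for 18 of the 42 proteins.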

Recently, the notion of pancreas-resident or infiltrating neutrophils has been established^16^ and some of the leucocyte cell surface molecules included in the neutrophil-associated processes identified by Enrichr have previously been found to be expressed in isolated pancreatic islets and islet endothelial cells^17,18^. This makes it tempting to speculate that changes in these islet-resident cells may have contributed to this surprising signature in the islets. Moreover, another process that was identified by multiple enriched terms, was antigen processing and presentation by major histocompatibility complex (MHC) class I molecules (Supplementary Table 5). 

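Markers of endothelial cells and of leucocytes were lower in the islets cultured with verapamil. All 12 endothelial markers had a negative log2 fold change, with a median of -1.40 and a range from -1.97 to -0.83 (camera, adjusted p = 8.8e-09). The median was -2.06 in donor A, -1.32 in donor B and -1.04 in donor C. PLVAP, the most abundant of them at a mean of 2325 normalized counts, changed by -1.53 (standard error 0.36) and did not pass the threshold alone (limma, adjusted p = 0.0851). Of these 12 markers, 4 passed it. Among 13 macrophage and general leucocyte markers, 11 were lower, with a median log2 fold change of -0.62 (camera, adjusted p = 0.000652). LYZ had the highest mean of this list, 2151 normalized counts, and changed by -1.11 (standard error 0.21, adjusted p = 0.049 from limma). It was the only 1 of the 13 markers past the threshold. Neither list passed with fry (adjusted p = 0.0899 for the endothelial and 0.109 for the leucocyte markers) or with an estimated correlation. In libraries of whole islets, a lower marker can come from fewer cells or from less transcript per cell.

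**Figure D2:**
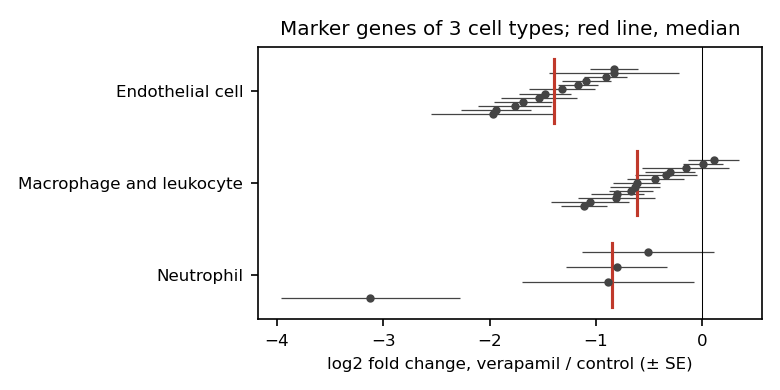
Log2 fold change with verapamil of each tested endothelial, macrophage and leucocyte, and neutrophil marker gene, with its standard error, in islets of 3 donors. The red lines are the medians, all 3 of them below 0.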

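Of 11 genes for antigen processing by MHC class I, the HLA heavy chains left out, 9 were lower with verapamil and 2 were higher. Their median log2 fold change was -0.19, and the list did not pass the threshold (camera, adjusted p = 0.544; fry, 0.603). The list's median was negative in donors A and B (-0.15 and -0.44) and positive in donor C (0.15), and without donor B it was 0.00 after rounding (-0.004). B2M, which encodes the light chain of the class I molecule and had a mean of 117912 normalized counts, changed by -0.19 (standard error 0.19, limma adjusted p = 0.66). The extremes were TAP2 at -0.56 (standard error 0.34) and NLRC5 at 0.96 (standard error 0.20), and neither passed the threshold (limma adjusted p = 0.435 and 0.064). NLRC5 was higher in all 3 donors.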

Intriguingly, upregulation of islet MHC class I and class II antigen expression has been suggested as a defining feature of T1D and as a marker for the associated interferon alpha response and inflammation^19–21^. In alignment with the normalization of proinflammatory markers found in response to verapamil, we observed downregulation of genes encoding human leucocyte antigen *(HLA)-A, HLA-B, HLA-C, HLA-G* (MHC class I) as well as *HLA-DPA1* and *HLA-DRA* (MHC class II) (Fig. 4b–d). 

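HLA-B, HLA-C, HLA-G, HLA-DPA1 and HLA-DRA lie between 29826967 and 33080775 on chromosome 6 of GRCh38. All 15 of their paired differences, 5 genes in 3 donors, were negative with verapamil. HLA-B (ENSG00000234745) fell from 18819 ± 9432 to 13252 ± 5262 normalized counts (SD, n = 3 donors), a log2 fold change of -0.46 (standard error 0.16). HLA-C changed by -0.44 (standard error 0.17). HLA-G changed by -0.75 (standard error 0.21), HLA-DPA1 by -0.79 (standard error 0.26) and HLA-DRA by -0.49 (standard error 0.17). HLA-DPA1 changed by -0.11 in donor A, -1.20 in donor B and -1.06 in donor C. None of these 5 genes passed the threshold over all tested genes in limma, where their adjusted p-values ran from 0.14 for HLA-G to 0.241 for HLA-C. Each had an unadjusted p-value under 0.05. Adding 8 further MHC class II genes as a list, 7 were lower, with a median log2 fold change of -0.38 (camera, adjusted p = 0.0177). The list did not pass with fry (adjusted p = 0.099), nor without donor A (median -0.35) or donor B (median -0.41). Its most abundant gene, CD74, changed by -0.84 (standard error 0.18, limma adjusted p = 0.0665). HLA genes are alike in sequence and differ between donors, and how the authors' quantification divided their reads was not tested.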

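INSIG1 (ENSG00000186480) lies on the plus strand of chromosome 7 of GRCh38, from 155297776 to 155310235, and encodes an endoplasmic reticulum protein that holds back sterol synthesis. It rose from 3282 ± 1217 normalized counts in untreated islets to 28447 ± 784 with verapamil (SD, n = 3 donors). The log2 fold change was 3.18 (standard error 0.20, limma adjusted p = 0.00207), the largest rise among the 9218 genes with a mean above 500. Among all 20041 tested genes it ranked 12 by the size of the rise. The change was 3.28 in donor A, 2.66 in donor B and 3.60 in donor C. Over 14 alternative analyses it lay between 2.97 and 3.44, both reached when 1 donor was left out. Its adjusted p-value in them ranged from 4.61e-07 to 0.159, and it stayed above 0.05 without the donor block and without a variance trend. The lowest value came without donor A, where the variances rested largely on the prior, so it is not stronger evidence.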

In terms of individual genes, the most extremely upregulated gene in response to verapamil was insulin-induced gene 1 (*INSIG1*) (Fig. 4a), which has previously been reported to promote anti-apoptotic BCL2 and reduce beta cell apoptosis^22^, consistent with the observed protective effects of verapamil. 

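GP2 (ENSG00000169347), which encodes a membrane protein of the zymogen granules of pancreatic acinar cells, lies on the minus strand of chromosome 16 of GRCh38 from 20309574 to 20327808. Its level in untreated islets differed between donors, at 582, 4088 and 493 normalized counts in donors A, B and C, and was 56.5, 604 and 66.4 with verapamil. The log2 fold change was -2.99 (standard error 0.22, limma adjusted p = 0.00207), and it was -3.34, -2.76 and -2.87 in donors A, B and C. Among genes with a mean above 500 that were lower, GP2 had the second lowest p-value (6.79e-07), next to ALB (6.74e-07) and ahead of SULT1C2 (7.24e-07). A list of 25 other acinar genes, all of them lower, had a median log2 fold change of -1.72. Under 14 alternative analyses the log2 fold change of GP2 lay between -3.11 and -2.81. It passed the threshold in 12 of them, all but those without the donor block and without a variance trend.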

The most significantly downregulated gene was pancreatic secretory granule membrane major glycoprotein 2 (*GP2*) (Fig. 4a). GP2 is a specific cell surface marker of human pancreatic progenitors, has been associated with increased risk of type 2 and gestational diabetes, and has generally been identified as an immunomodulator^23–25^. Genes with the next most significant changes in expression in response to verapamil included the upregulated enzymes methylsterol monooxygenase 1 (*MSMO1*), isopentenyl-diphosphate delta isomerase 1 (*IDI1*), and squalene epoxidase (*SQLE*) as well as downregulated lysyl oxidase homolog 4 (*LOXL4*), actin alpha 2 (*ACTA2*), and glycerol-3-phosphate dehydrogenase (*GPD1*). In addition, several genes that have previously been shown to modulate key islet processes including oxidative stress, apoptosis, and T1D autoimmunity were significantly up- or downregulated by verapamil (Fig. 4a, b). 

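The enzymes MSMO1, IDI1 and SQLE, which act in sterol synthesis, were higher with verapamil in all 3 donors. MSMO1 (chromosome 4 of GRCh38, 165327667 to 165343164) rose from 2054 ± 531 to 11755 ± 1160 normalized counts (SD, n = 3 donors), a log2 fold change of 2.55 (standard error 0.17, limma adjusted p = 0.00207). IDI1 and SQLE both changed by 1.89, with standard errors of 0.17 and 0.16 and the same limma adjusted p of 0.00295. LOXL4, ACTA2 and GPD1 were lower in all 3 donors. LOXL4 fell from 8595 ± 4661 to 2605 ± 1384 normalized counts (SD, n = 3 donors), a log2 fold change of -1.72 (standard error 0.15). ACTA2, a marker of smooth muscle and activated stellate cells, changed by -2.82 (standard error 0.25). GPD1 changed by -1.60 (standard error 0.18, limma adjusted p = 0.00682). By p-value among the genes with a mean above 500, MSMO1 ranked 2, SQLE 11, IDI1 17, LOXL4 19, ACTA2 21 and GPD1 44. All 6 genes were past the threshold in 12 of 14 alternative analyses, and were not without the donor block or a variance trend. IDI1 and LOXL4 each share bases with a non-coding RNA gene on the opposite strand that changed alike, IDI2-AS1 at 2.90 and AL139241.1 at -1.79, and the paper's text does not say whether counting used the strand.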

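The paper names 19 genes from the islet RNA sequencing. All 19 changed in the direction the paper gives, and each did so in all 3 donors. For a single gene not chosen on these samples, chance alone would give this with a probability of 0.125. The paper took the genes and their directions from these same samples, so the agreement is largely built in. Over all tested genes, 9 of the 19 passed the threshold in limma, and the other 10 had an unadjusted p-value under 0.05. Adjusted over the list alone, 19 passed, but this is not independent evidence, since the list was chosen on these samples. Without the donor block 0 passed, with 11 at an unadjusted p-value under 0.05, and without a variance trend 0 passed, with 15 at an unadjusted p-value under 0.05.

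**Figure D3:**
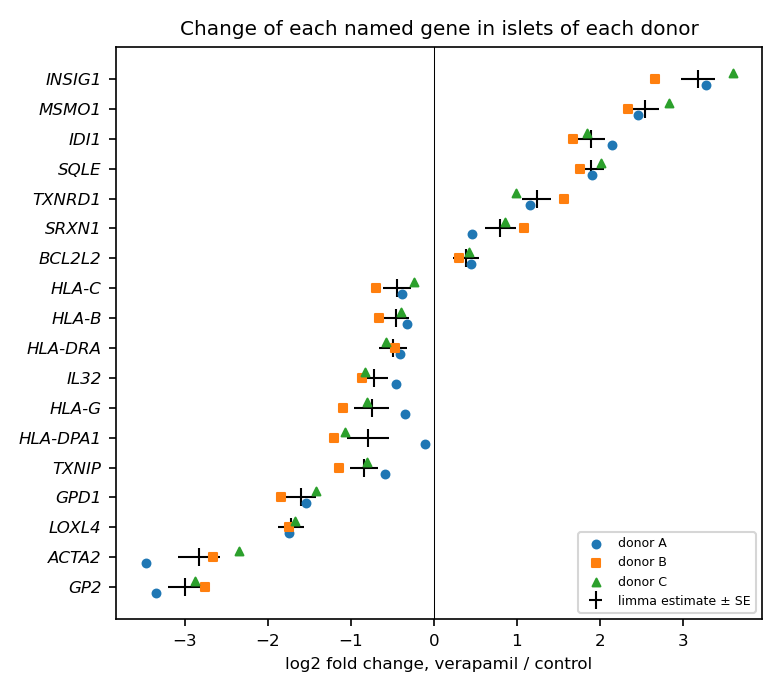
Log2 fold change with verapamil of 18 genes the paper names, in islets of donors A, B and C, with limma's estimate and its standard error. All 3 points of every gene lie on the same side of 0.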

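TXNIP (ENSG00000265972) lies on the minus strand of chromosome 1 of GRCh38 from 145992435 to 145996579. In untreated islets of donors A, B and C it had 17526, 16335 and 13388 normalized counts, and with verapamil 11712, 7416 and 7641. The mean was 15750 ± 2130 without and 8923 ± 2418 with verapamil (SD, n = 3 donors). The log2 fold change was -0.58 in donor A, -1.14 in donor B and -0.81 in donor C.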

Of note, the expression of thioredoxin-interacting protein (*TXNIP*), which we have previously found to be downregulated by verapamil in vitro and in vivo^26^ was consistently decreased in response to verapamil in all samples as shown in the heatmap (Fig. 4c) and by the normalized read counts (Fig. 4d). In fact, TXNIP is considered a key factor in diabetes-associated beta cell apoptosis^27–29^ and genetic deletion of TXNIP has been shown to mimic the anti-diabetic effects of verapamil in different mouse models^26,29^. Downregulation of TXNIP has therefore been suggested to mediate the beneficial effects of verapamil in the context of diabetes^26^ and this notion is strongly supported by the current findings in human islets. 

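The paired log2 fold change of TXNIP was -0.84 (standard error 0.17), and the treated islets held 55.7% of the untreated level. Its unadjusted p-value was 0.00112 and its adjusted p-value 0.0592 over all tested genes in limma. The adjusted p-value ranged from 0.0195 to 0.938 over 14 alternative analyses and was under 0.05 in 7 of them, among them quantile normalization, no filter on low counts, and a test of only the genes with a mean above 500. Of 6 other genes under the same glucose-responsive factors, ChREBP and MondoA, 4 were lower. Their median log2 fold change was -0.48, and as a list they did not pass the threshold (camera, adjusted p = 0.155), although they did when only genes with a mean above 500 were tested (adjusted p = 0.0232, against a highest value of 0.613 over the alternatives). ARRDC4, the nearest relative of TXNIP among them, changed by -0.76 (standard error 0.19, limma adjusted p = 0.102). From the lower TXNIP in these islets, the paper reasons in favour of an earlier proposal, that downregulation of TXNIP mediates the benefit of verapamil in diabetes.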

TXNIP belongs to the thioredoxin network, a cellular redox system, however, by interacting with and inhibiting thioredoxin, TXNIP promotes oxidative stress. In contrast, thioredoxin reductase (TXNRD1) and sulfiredoxin (SRXN1), two additional members of the thioredoxin signaling network, reduce oxidized thioredoxin and peroxiredoxin back to their active states and thereby preserve the cellular redox potential. 

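TXNRD1 (chromosome 12 of GRCh38, 104215779 to 104350307) rose from 3909 ± 561 to 9552 ± 3437 normalized counts (SD, n = 3 donors). Its log2 fold change was 1.24 (standard error 0.17, limma adjusted p = 0.0174), with 1.16, 1.56 and 0.99 in donors A, B and C. Without donor B it was 1.08 and no longer passed the threshold. SRXN1 (chromosome 20, 646615 to 653200) rose from 1357 ± 142 to 2387 ± 413 normalized counts (SD, n = 3 donors). Its log2 fold change of 0.80 (standard error 0.18) was positive in all 3 donors and did not pass the threshold (limma adjusted p = 0.0818). It passed in 3 of 14 alternative analyses, among them those with no filter on low counts and with only the genes above a mean of 500. Of 16 other antioxidant genes under the factor NRF2, 12 were higher, with a median log2 fold change of 0.61 (camera, adjusted p = 0.000652; fry, 0.0659). Of 13 other members of the thioredoxin network, 9 were lower and 4 higher, with a median of -0.15 (camera, adjusted p = 0.308). Without donor A that median was -0.08, without donor B -0.10 and without donor C -0.25.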

In alignment with the overall protective effects, the expression of *TXNRD1* and *SRXN1* was significantly upregulated by verapamil (Fig. 4a–d). In addition, the gene encoding Bcl-2-like protein 2 (*BCL2L2*), a pro-survival member of the bcl-2 protein family was also significantly upregulated in response to verapamil (Fig. 4a–d). This is consistent with the anti-apoptotic effects found with TXNIP downregulation and with verapamil treatment in diabetic mouse models^26,29^. Furthermore, verapamil downregulated the expression of interleukin 32 (*IL32*) (Fig. 4a–d), a unique proinflammatory cytokine found only in primates that is induced by oxidative stress^30^ and has recently been suggested to be upregulated in pancreatic islets and play a role in T1D autoimmunity^31,32^.

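BCL2L2 (ENSG00000129473, chromosome 14 of GRCh38, 23298790 to 23311751) rose from 2393 ± 234 to 3154 ± 462 normalized counts (SD, n = 3 donors). The log2 fold change was 0.39 (standard error 0.16) and positive in all 3 donors, at 0.45, 0.30 and 0.42. It did not pass the threshold over all tested genes in limma (unadjusted p = 0.0366, adjusted p = 0.26), nor in any of 14 alternative analyses, in which the adjusted p ranged from 0.11 to 0.999. The gene shares 4919 bases with the readthrough gene BCL2L2-PABPN1, which had a mean of 11.2 normalized counts. Of 4 other pro-survival genes of the BCL2 family, all were higher, with a median log2 fold change of 0.30 (camera, adjusted p = 0.106). That median was 0.19 without donor A. Of 10 pro-apoptotic members, 7 were higher and 3 lower, with a median of 0.12 (camera, adjusted p = 0.155), and it was 0.24 without donor B and 0.03 without donor C. With a correction for GC content and gene length this list passed the threshold (adjusted p = 0.0205, against a highest value of 0.645 over the alternatives).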

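IL32 (ENSG00000008517) lies on the plus strand of chromosome 16 of GRCh38 from 3065297 to 3082192. Untreated islets of donor B held 22381 normalized counts of it, against 1937 in donor A and 1931 in donor C. With verapamil the values were 12325 in donor B, 1413 in donor A and 1085 in donor C. The difference between donors was larger than the change with verapamil within each, -0.45, -0.86 and -0.83 on the log2 scale in donors A, B and C. The log2 fold change in the paired fit was -0.72 (standard error 0.17). It did not pass the threshold over all tested genes (limma adjusted p = 0.0853), and passed in 1 of 14 alternative analyses, that of only the genes with a mean above 500 (adjusted p = 0.0378). Over these analyses the adjusted p reached 0.999.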

**Fig. 4:**
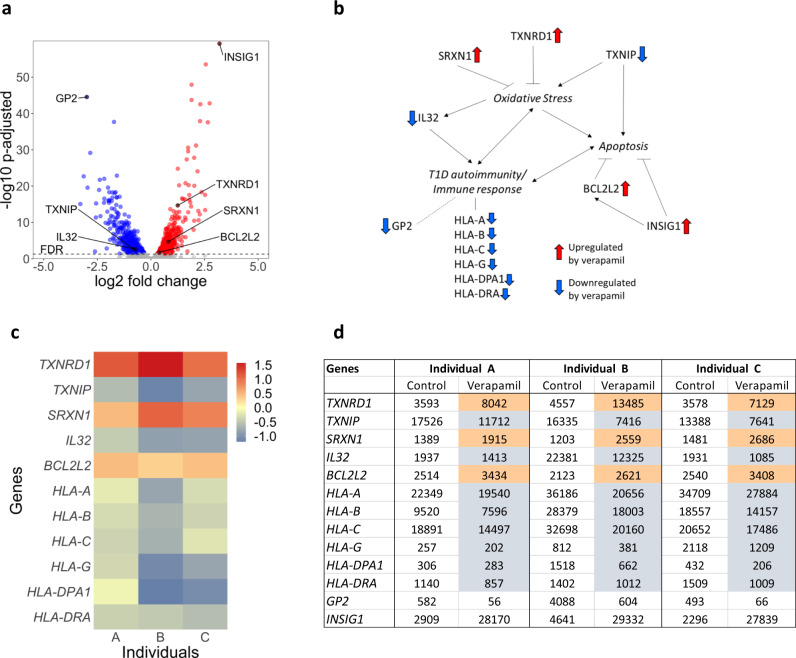
Gene expression profile changes in human islets in response to verapamil treatment. RNA sequencing was performed on isolated human islets from three different individuals (A–C) treated for 24 h with or without verapamil (100 µM) with each donor serving as its own control. Volcano plot contains all genes with a baseMean expression of >500. Those genes with an adjusted DESeq2 *P*-value < 0.05 (calculated using a Wald test and the Benjamini–Hochberg method) are shown in blue (downregulated) and red (upregulated) (**a**). Key pathways modulated by differentially expressed genes (**b**). Heatmap showing key genes changed after treatment with verapamil (color scale represents log2 fold change) (**c**). Display of the normalized read counts for key genes before and after verapamil treatment of islets from each of the individual islet donors A–C (**d**).

## Discussion

In summary, the results of these exploratory studies suggest that continuous use of oral verapamil in individuals with T1D may delay disease progression and lower insulin requirements for at least 2 years post-diagnosis and that this is associated with normalization of serum CHGA levels as well as of proinflammatory IL-21 levels and Tfh cell markers. In addition, they show that verapamil regulates the thioredoxin system and promotes an anti-oxidative, anti-apoptotic and immunomodulatory gene expression profile in human islets suggesting that together these protective changes might explain the overall beneficial effects observed with verapamil.

The significantly lower insulin requirements found after 2 years of verapamil treatment as compared to controls is consistent with earlier findings after 1 year of treatment^1^ and with the observed preservation of beta cell function. In addition, our results showing verapamil regulating the thioredoxin system and inhibiting TXNIP expression in the islets provide a potential mechanistic explanation for these beta cell sparing effects. This especially when considering the beta cell protective and anti-diabetic effects observed in different mouse models in response to genetic TXNIP deletion or verapamil-induced TXNIP inhibition^26,29^. Moreover, in humans with T1D even a small amount of preserved endogenous insulin production as opposed to higher exogenous insulin requirements has been shown to be associated with improved outcome^33^ and could help improve quality of life and lower the high costs associated with insulin use. The fact that these beneficial verapamil effects seemed to persist for 2 years, whereas discontinuation of verapamil led to disease progression, provides some additional support for this approach and its potential usefulness for long-term treatment. Intriguingly, global proteomic profiling of this unique set of before and after treatment samples also led to the discovery of serum CHGA as a potential therapeutic marker. Serum CHGA is a simple and easy blood test, showed good correlation with loss of beta cell function, accurately reflected changes in response to verapamil therapy or treatment discontinuation and as a major advantage, persisted over a time period of at least 2 years. Furthermore, due to its role as a T1D antigen^8,9^, it is tempting to speculate that the lowering of CHGA in response to verapamil might even help dampen some of the T1D autoimmunity. In any case, our results reveal for the first time that verapamil may reverse specific T1D-induced T-cell changes and thereby may also modulate certain aspects of the immune response. Intriguingly, Tfh cells and IL-21, both suggested to be downregulated by verapamil, have recently been reported to play an important role in the autoimmunity of T1D^12–14^. In fact, this may help explain why verapamil treatment was so successful even in the absence of any additional bona fide immunomodulatory intervention. This provocative idea of additional immune modulatory effects is supported by the observed enrichment in gene ontology processes associated with MHC class I antigen presentation and neutrophil-mediated functions in response to verapamil. Thus, the present exploratory studies provide the first indication of some potentially sustained benefits of verapamil use in the context of T1D. They further suggest that verapamil may result in protective effects not only at the level of insulin-producing islet beta cells, but also at the level of T-cells and proinflammatory cytokines, uncovering a previously unappreciated connection between verapamil use and the immune system in T1D. However, since the current studies were based on a very small subset of subjects, these initial findings will have to be confirmed in larger studies such as the ongoing Ver-A-T1D (NCT04545151) or CLVer (NCT04233034) verapamil trials. In addition, long-term trials with extensive sample analysis using this new knowledge will ultimately have to validate CHGA as a proper biomarker as well as the novel clinical and mechanistic insights gained in the current studies.

## Methods

### Human subjects

All human studies were approved by the University of Alabama at Birmingham (UAB) Internal Review Board and written informed consent was obtained from all participants in accordance with the criteria set by the Declaration of Helsinki. Participants’ compensation was $80 per completed MMTT. Subjects with T1D had been diagnosed within 3 months and were positive for T1D associated auto-antibodies. All continued on their standard insulin regimen but were on no other diabetes medications during the entire 2 years. They were taking randomly assigned verapamil (360 mg sustained-release daily) or placebo in a blinded fashion for one year as described in the protocol and consort table of the initial trial [clinicaltrials.gov/ct2/show/NCT02372253 2/20/2015]^1^ and then chose to be on or off verapamil and to be followed for a second year. This resulted in five subjects who continued to receive verapamil (360 mg sustained-release daily) for 2 years, four subjects who discontinued active study drug for the second year, and six participants randomized to the control arm who never received active study drug over the 2-year period. All other subjects declined the second-year follow-up and/or had no usable blood samples. The study subject demographic characteristics at baseline and at the start of year 2 are listed in Supplementary Tables 1 and 4, respectively. Supplementary Table 6 provides an additional overview of all the individual study participants, use of their samples, and their clinical data. Healthy volunteers were non-diabetic as confirmed by HbA1c, had not been diagnosed with any illness, were not receiving any prescription medications, and never received any study drug. Their characteristics are also shown in Supplementary Table 1 even though they only provided blood samples used as a comparison for some of the measurements of this exploratory study.

Remaining beta cell function was assessed using stimulated C-peptide AUC during a mixed-meal tolerance test (MMTT) as described previously^4,5^. The MMTT was only performed when fasting blood glucose levels were within the range of 3.9–11.1 mmol/L and otherwise, the test was rescheduled. Blood samples were collected at −10, 0, 15, 30, 60, 90, and 120 min for serum C-peptide. The mean C-peptide AUC (0–120 min) was calculated using the trapezoidal rule^5^ and the percent change from baseline was determined for each individual. In addition, the daily insulin dose required was calculated by analyzing the patient’s mean daily insulin use during a 2-week period at baseline, year 1 and year 2. Glycemic control was monitored by measurements of HbA1c. Serum samples and PBMCs were collected and stored at −80 °C until further analysis.

### Proteomics/liquid chromatography-tandem mass spectrometry (LC-MS/MS)

20 serum samples from 10 subjects collected for each subject at baseline and after 1 year of receiving verapamil or placebo were analyzed using a standardized workflow (Supplementary Fig. 1) similarly as previously reported^34^. For sample processing, 40 µL of serum was subjected to immunodepletion of the most abundant serum proteins using a MARS Hu-14 column (Agilent Technologies, Palo Alto, CA) as previously described^35^. The flow-through fractions were concentrated using Amicon spin filters with 3 kDa molecular mass cutoffs (Millipore, Burlington, MA). Protein concentration was measured by BCA assay (Thermo Scientific, San Jose, CA) prior to protein digestion. The depleted samples were then digested by a urea-based protocol and the peptides were then desalted by solid-phase extraction (SPE) (Phenomenex, Torrance, CA) and dried in a vacuum centrifuge. 100 µg of peptides of each sample were labeled using 11-plex tandem mass tag (TMT) reagents (Thermo Fisher Scientific, Waltham, MA) following the recent published protocol^36^. One pooled sample was generated by pooling an aliquot of 25 µg peptides from each sample to serve as a “universal reference”. The reference sample was included as the 11th channel for the two TMT-11 experiments (Supplementary Fig. 1). The TMT-labeled peptides combined from all 11 channels were further fractionated by basic pH reversed-phase LC using a C18 column (250 mm × 2.1 mm, 5 μm particles, Waters, Milford, MA) using an Agilent 1200 HPLC. Ninety-six fractions were collected and concatenated into 24 fractions as previously described^37^, dried in a vacuum centrifuge, and resuspended in 0.1% formic acid.

For LC-MS/MS analysis, fractionated peptide samples were analyzed using a nanoAquity UPLC system (Waters) coupled to an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific). LC separations were performed with a custom-packed analytical C18 column (50 cm × 75 µm i.d., 3 µm particle size of Jupiter C18, Phenomenex) with a 120 min gradient. Binary mobile phases comprised of buffer A (0.1% formic acid in water) and buffer B (0.1% formic acid in acetonitrile) were used at a flow rate of 300 nl/min. For peptide elution, the percentage of buffer B was increased linearly and a 10 min wash with 95% buffer B and a final 1 min wash with 100% buffer B was also included. Obitrap full MS scans were conducted from 350 to 1800 *m/z* with a resolution of 60 K and AGC target of 4 × 10^5^ followed by data-dependent higher-energy collisional dissociation (HCD) MS/MS acquisitions at a resolution of 50 K (AGC 1 × 10^5^) and a maximum injection time (IT) of 105 ms for a total cycle time of 2 s. The MS/MS isolation window was set as 0.7 m/z with HCD normalized collision energy of 32. Peptide mode was selected for monoisotopic precursor scan and charge state screening was enabled to reject unassigned 1+, 7+, 8+, and >8+ ions with a dynamic exclusion time of 45 s to discriminate against previously analyzed ions between ± 10 ppm.

For data processing and analysis, the thermo RAW files were first processed with mzRefinery to characterize and correct for any instrument calibration errors, and then with MS-GF+ v2109.08.26^38^ to match against the UniProt human proteome database (2019.11.05 release; 20,352 entries). A decoy database from the searched fasta files was created by MS-GF+ to estimate the FDR. As searching parameters, the parent ion mass tolerance was set at 20 ppm, 2 missed cleavages were allowed. Cysteine carbamidomethylation (+57.0215) and N-terminal/lysine TMT labeling (229.1629) were searched as static modifications, whereas methionine oxidation (15.9949) was set as variable modification. Spectral-peptide matches were filtered using PepQValue < 0.005 and <7 ppm resulting in maximum FDR of 1%. A minimum of 6 unique peptides per 1000 amino acids of protein length was then required for achieving 1% at the protein level within the full data set. Post-processing of quantitative data of TMT reporter ion intensities was performed using a R package “PlexedPiper” for isobaric quantification [https://github.com/PNNL-Comp-Mass-Spec/PlexedPiper] similar as previously reported^39^. Briefly, the intensities of all 11 TMT reporter ions were extracted using MASIC software (v 3.0.7235) [https://github.com/PNNL-Comp-Mass-Spec/MASIC/]^40^. The reporter ion intensities from different scans and different fractions corresponding to the same gene were grouped. Relative protein abundance was calculated as the ratio of abundances between individual sample channels to the reference channel using the summed reporter ion intensities from peptides that could be uniquely mapped to a gene. The relative abundances were log2 transformed and zero-centered for each protein to obtain final relative abundance values. Statistical analyses to test protein abundance changes over time due to either drug effect or progression of T1D were performed using a mixed effects model, where treatment group and timepoint factors were modeled as fixed effect and subjects were modeled as random effect. The significance of the drug treatment was tested using interaction between the group and timepoint effects. Thus, the full model was formulated as *protein ~ timepoint:group* + *timepoint* + *group* + *(1*|*subject)*. The significance of the *timepoint:group* was tested using the nested model approach. The test was two-tailed and was performed using *lme4* package [doi:10.18637/jss.v067.i01] of R language for statistical computing [https://www.R-project.org/]. Proteins with significant changes in abundance were further analyzed using Enrichr Gene Ontology Biological Process 2021 term enrichment^2^.

### ELISA

Serum CHGA levels were assessed using the Human Chromogranin A ELISA Kit (Epitope Diagnostics, INC., San Diego, CA). Serum IL-21 levels were measured using the Human IL-21 Proquantum Immunoassay Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions (limits of quantitation: 0.32–5000 pg/mL).

### Quantitative real-time PCR

Total RNA was extracted from PBMCs using the miRNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA was reverse transcribed to cDNA using the first strand cDNA synthesis kit (Roche) and quantitative real-time PCR (qPCR) was performed on a LightCycler 480 system (Roche) as reported previously^41^. Relative expression of the proinflammatory T-cell markers CD4, CXCR3, STAT4, CXCR5, and IL21 was measured using the primers listed in Supplementary Table 7. Assessment of markers such as IL21 by qPCR using PBMCs has been successful in the past^12,42,43^. All results were normalized for GAPDH run as an internal standard and serial template dilutions were performed to confirm comparable target and reference amplification efficiency. The data was then analyzed using the 2ˆ(-ddCT) method as previously described in detail^44^.

### Transcriptomics/RNA sequencing

Human islets from three different donors were obtained from the Integrated Islet Distribution Program (IIDP) and after overnight incubation at 5 mM glucose, 250 islets were handpicked per sample and incubated for 24 h in 25 mM glucose RPMI 1640 medium with or without 100 μM of verapamil prior to RNA extraction using a miRNeasy Mini Kit (Qiagen, Germantown, MD). This concentration of verapamil has been established in early studies for the use in in vitro experiments using beta cells and islets^45,46^.

RNA sequencing was performed by Exiqon/Qiagen and included preparation of libraries using TruSeq stranded mRNA sample preparation kit (Illumina Inc., San Diego, CA) and single-end sequencing was performed with an average of ~43 million reads obtained per sample.

For data processing and analysis, RNA-sequencing reads were aligned to the H. sapiens reference genome (GRCh38.p7) using STAR (v2.4.2a) with an average ~90% reads uniquely mapped. Alignments were quantified using Salmon (v0.8.2) and differential expression analysis was performed using DESeq2. The DESeq2 model accounted for the experimental design of paired treated and untreated samples from each individual. DESeq2 was used to determine the significance of the differential expression. FDR was calculated using the Benjamini–Hochberg method. Significantly downregulated genes were further analyzed using Enrichr Gene Ontology Biological Process 2021 term enrichment^2^.

### Statistical analysis

All available data were included in the analysis and no data from adequate samples were excluded. Statistician and experimenters were blinded to the study group allocation of samples. Population characteristics of study subjects were summarized as mean and standard errors (SEM) for continuous variables and frequencies for categorical variables. The group comparison of baseline measures was conducted using Chi-square test, Fisher’s exact test, or t-test where appropriate. The normal distribution assumption was checked using Q–Q plots and nonparametric analyses were performed where appropriate. To evaluate the effects of time and group, two-way repeated-measures ANOVA was used. One-way ANOVA or Kruskal–Wallis followed by Dunn’s multiple comparison testing was used to assess the significance between multiple groups. All tests were two-sided. Statistical analyses were performed using SigmaStat 4.0 and SAS 9.4 (Cary, NC).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The proteomics data that support the findings of this study have been deposited in ProteomeXchange with accession: PXD026601. The MS raw datasets can also be found in the online repositories: Massive.ucsd.edu with accession: MSV000087598. The transcriptomics data have been deposited in GEO with accession: GSE181328. Publicly available data sets used can be accessed at: [https://www.ncbi.nlm.nih.gov/assembly/GCF_000001405.33/] (H. sapiens reference genome GRCh38.p7) and [https://www.uniprot.org/proteomes/UP000005640] (UniProt human proteome database (2019.11.05 release). Remaining data are available within the Article, Supplementary Information, or the Source Data provided with this paper. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Exploratory study reveals far reaching systemic and cellular effects of verapamil treatment in subjects with type 1 diabetes
**Source:** Nat Commun. 2022 Mar 3;13:1159. doi: 10.1038/s41467-022-28826-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Table 1: Baseline Characteristics of Study Subjects

|                          | Verapamil T1D <sup>1</sup><br>n=9<br>[n=5 for LC-MS/MS & qPCR] <sup>3</sup> | Control T1D <sup>1</sup><br>n=6<br>[n=5 for LC-MS/MS & qPCR] <sup>3</sup> | (Healthy) <sup>2</sup><br>n=9<br>[n=7 for qPCR] <sup>3</sup> |
|--------------------------|-----------------------------------------------------------------------------|---------------------------------------------------------------------------|--------------------------------------------------------------|
| Age (years)              | 30.4 ± 2.4<br>[25.6 ± 2.7]                                                  | 27.8 ± 2.8<br>[28.4 ± 3.3]                                                | (31.0 ± 2.0)<br>[30.6 ± 2.6]                                 |
| Gender                   | 5M/4F<br>[3M/2F]                                                            | 3M/3F<br>[2M/3F]                                                          | (3M/6F)<br>[3M/4F]                                           |
| Race                     | 8W/1AA<br>[5W]                                                              | 6W<br>[5W]                                                                | (6W/1AA/2A)<br>[4W/1AA/2A]                                   |
| BMI (kg/m <sup>2</sup> ) | 24.1 ± 1.1<br>[24.3 ± 1.5]                                                  | 24.8 ± 1.3<br>[24.5 ± 1.5]                                                | (26.4 ± 0.8)<br>[25.8 ± 0.9]                                 |
| HbA1C (%)                | 6.5 ± 0.3<br>[6.8 ± 0.5]                                                    | 6.9 ± 0.4<br>[7.1 ± 0.4]                                                  | (5.2 ± 0.1)<br>[5.2 ± 0.1]                                   |

<sup>1</sup>All study subjects had been diagnosed with T1D within 3 months and were positive for glutamic acid decarboxylase (GAD65) autoantibodies, except for one who was positive for microinsulin (MIAA) and islet cell (ICA) autoantibodies.

<sup>2</sup>Characteristics of healthy, non-diabetic subjects whose blood samples were used for comparison are shown in ( )

<sup>3</sup>Subset of study subjects whose serum was used for LC-MS/MS and whose PBMCs were used for qPCR are shown in [ ]

W: White; AA: African American; A: Asian; BMI: Body Mass Index

**Supplementary Table 2: Relative Abundance Levels in Serum (Log2transformed)**

(Bold: top serum protein affected by verapamil; P-value: Two-tailed nested model)

Supplementary Table 3:  
GO Biological Processes – Human Serum Proteomics

| Term<br>(enriched in response to verapamil)                         | Overlap | P-value  | Adjusted<br>P-value | Odds<br>Ratio | Combined<br>Score |
|---------------------------------------------------------------------|---------|----------|---------------------|---------------|-------------------|
| neutrophil degranulation<br>(GO:0043312)                            | 12/481  | 3.56E-09 | 1.24E-06            | 12.2          | 236.5             |
| neutrophil activation involved in<br>immune response (GO:0002283)   | 12/485  | 3.91E-09 | 1.24E-06            | 12.1          | 233.3             |
| neutrophil mediated immunity<br>(GO:0002446)                        | 12/488  | 4.19E-09 | 1.24E-06            | 12.0          | 231.0             |
| positive regulation of smooth muscle<br>cell migration (GO:0014911) | 4/17    | 1.02E-07 | 2.27E-05            | 125.2         | 2015.2            |
| regulation of smooth muscle cell<br>migration (GO:0014910)          | 4/20    | 2.06E-07 | 3.68E-05            | 101.7         | 1565.4            |
| innate immune response<br>(GO:0045087)                              | 8/302   | 1.21E-06 | 1.71E-04            | 11.9          | 161.9             |
| cellular protein metabolic process<br>(GO:0044267)                  | 9/417   | 1.34E-06 | 1.71E-04            | 9.8           | 132.4             |
| negative regulation of cellular<br>component organization           | 5/80    | 2.23E-06 | 2.48E-04            | 27.6          | 359.2             |
| defense response to bacterium<br>(GO:0042742)                       | 6/176   | 6.95E-06 | 6.88E-04            | 14.9          | 176.4             |
| positive regulation of cellular<br>metabolic process (GO:0031325)   | 5/105   | 8.51E-06 | 7.49E-04            | 20.7          | 241.4             |
| regulation of complement activation<br>(GO:0030449)                 | 4/50    | 9.25E-06 | 7.49E-04            | 35.3          | 409.4             |
| regulation of immune effector process<br>(GO:0002697)               | 4/53    | 1.17E-05 | 8.63E-04            | 33.1          | 376.5             |
| regulation of humoral immune<br>response (GO:0002920)               | 4/54    | 1.26E-05 | 8.63E-04            | 32.5          | 366.5             |
| positive regulation of cell migration<br>(GO:0030335)               | 6/269   | 7.57E-05 | 4.81E-03            | 9.6           | 90.7              |

(Overlap: # of enriched genes in dataset/ # of genes in term; P-value: Fischer exact test; Adjusted p-value: Benjamini-Hochberg)

**Supplementary Table 4:**  
**Characteristics of Study Subjects at Start of Year 2**

|                          | Verapamil T1D<br>n=5 | Disc V T1D<br>n=4 | Control T1D<br>n=6 |
|--------------------------|----------------------|-------------------|--------------------|
| Age (years)              | 31.6 ± 3.3           | 31.3 ± 3.6        | 28.8 ± 2.8         |
| Gender                   | 4M/1F                | 1M/3F             | 3M/3F              |
| Race                     | 4W/1AA               | 4W                | 6W                 |
| BMI (kg/m <sup>2</sup> ) | 25.9 ± 1.5           | 23.4 ± 2.0        | 25.9 ± 1.4         |
| HbA1C (%)                | 6.3 ± 0.2            | 6.2 ± 0.2         | 7.2 ± 0.4          |

**Supplementary Table 5:**  
**GO Biological Processes – Human Islet Transcriptomics**

(Overlap: # of enriched genes in dataset/ # of genes in term; P-value: Fischer exact test; Adjusted p-value: Benjamini-Hochberg)

Supplementary Table 6:  
Individual Study Subjects – Clinical Data and Sample Use

**Supplementary Table 7: Primers Used in the Study**

| Description |                            | Sequences (5'-3')      |
|-------------|----------------------------|------------------------|
| 1.          | Human GAPDH qPCR 5' primer | ATGGAAATCCCATCACCATCTT |
| 2.          | Human GAPDH qPCR 3' primer | CGCCCCACTTGATTTTGG     |
| 3.          | Human CD4 qPCR 5' primer   | CAAGGTTCTGCCCACATGGT   |
| 4.          | Human CD4 qPCR 3' primer   | CAGCACAATCAGGGCCATT    |
| 5.          | Human CXCR3 qPCR 5' primer | TGGCCTGCATCAGCTTTG     |
| 6.          | Human CXCR3 qPCR 3' primer | GGTAGAGCTGGGTGGCATGA   |
| 7.          | Human STAT4 qPCR 5' primer | CCCCTTTGGATTGATGGGTAT  |
| 8.          | Human STAT4 qPCR 3' primer | GCAACAGCCGTTCTTCTCT    |
| 9.          | Human CXCR5 qPCR 5' primer | CCTGCCACGTTGCACCTT     |
| 10.         | Human CXCR5 qPCR 3' primer | TGAACCAGGCATGCGTTTC    |
| 11.         | Human IL21 qPCR 5' primer  | TGGCAACATGGAGAGGATTG   |
| 12.         | Human IL21 qPCR 3' primer  | TGGACCAGTGTCCCCAAGA    |

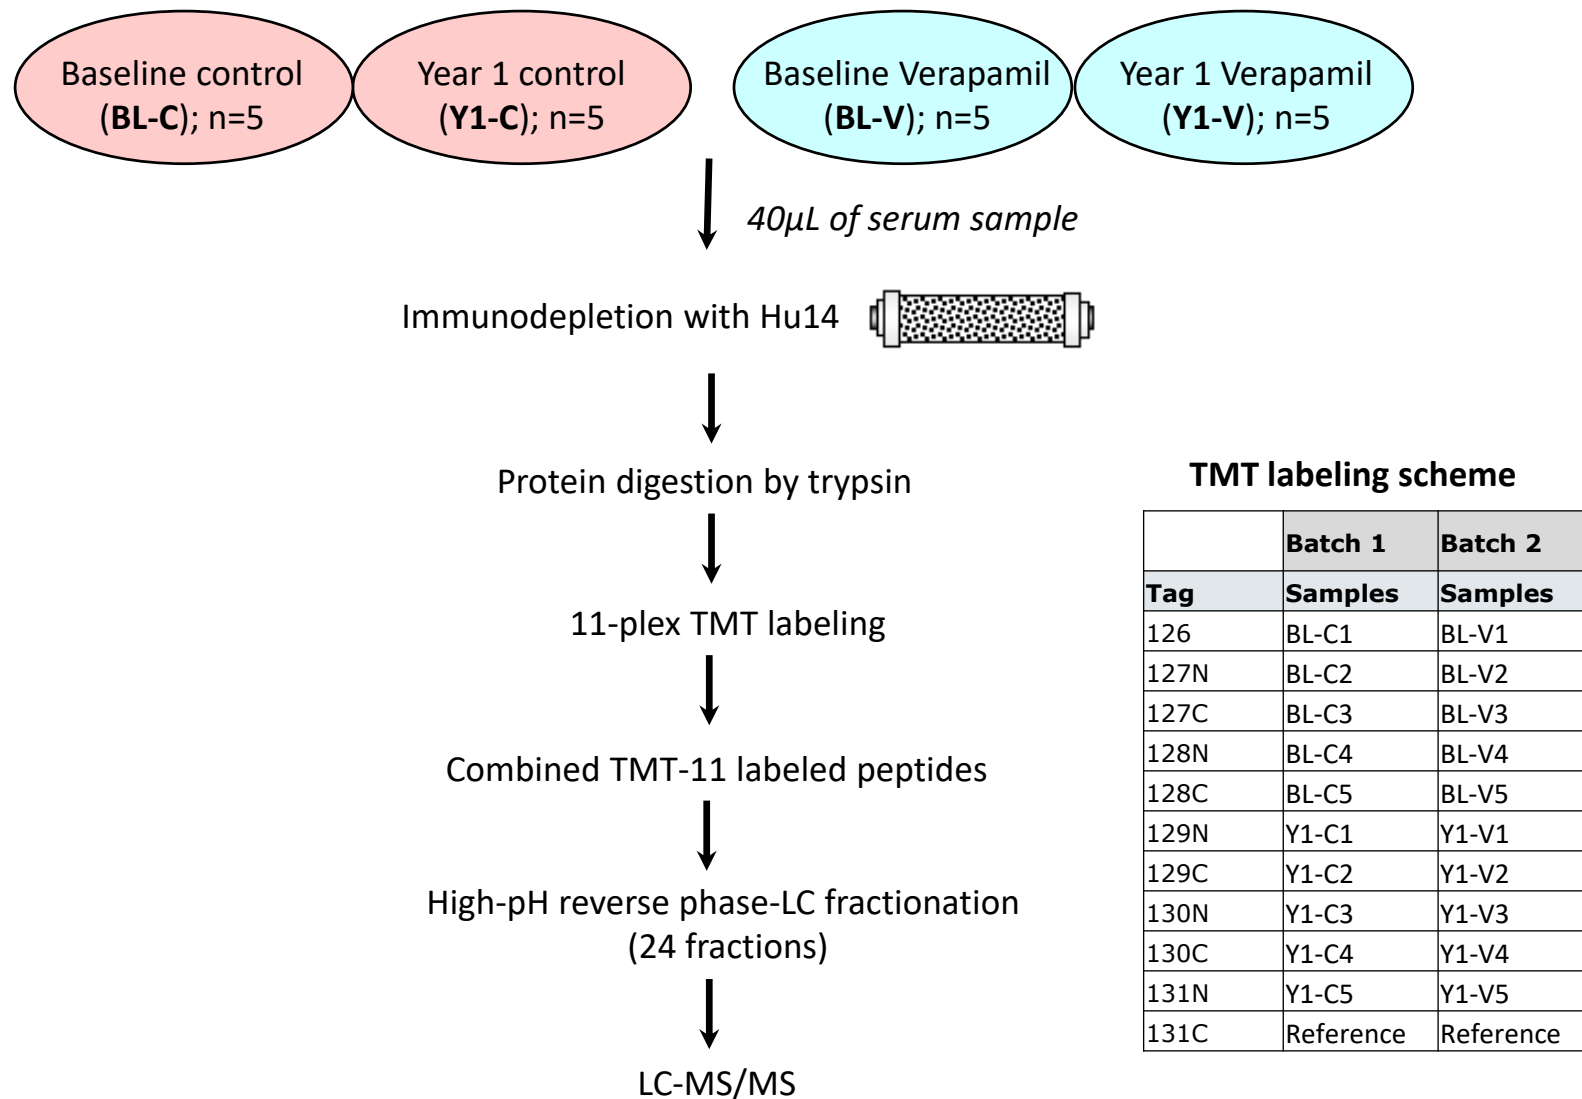

**Supplementary Figure 1: Serum proteomics workflow.** Longitudinal serum samples at baseline (BL) and at 1 year follow-up (Y1) from the control (C) and verapamil (V) treatment groups (n=5 pairs from each group) were used for proteomics. Serum samples were depleted by Hu14 column, followed by digestion, TMT labeling, fractionation and LC-MS/MS analyses. The table shows 11-plex TMT labeling scheme for 20 samples in two batch and a pooled reference sample in each batch to facilitate data normalization between TMT plexes.

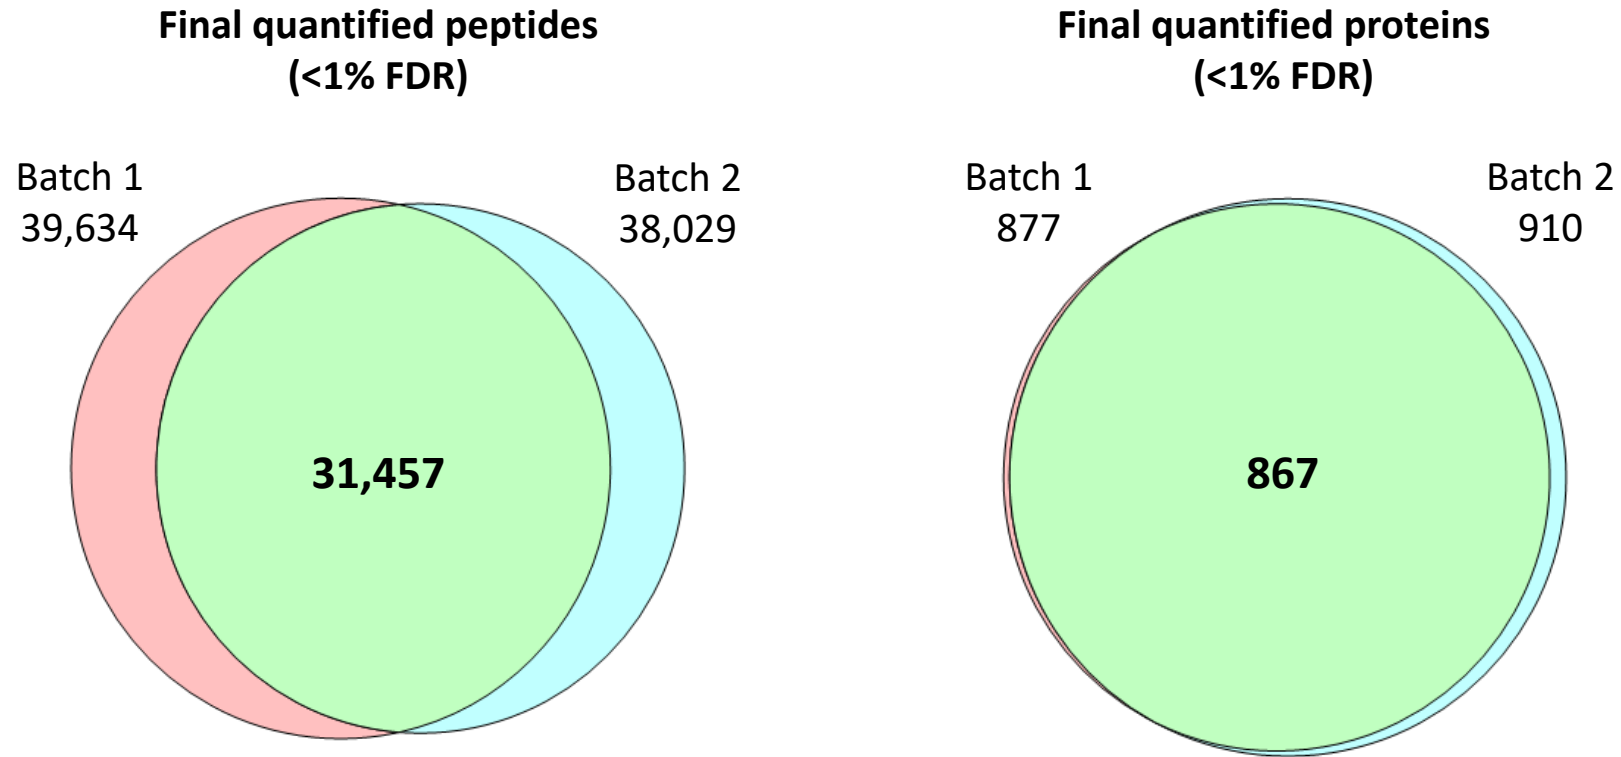

**Supplementary Figure 2: Venn diagrams for final quantified peptides and proteins.** Only peptides and proteins with TMT reporter ion intensity data in all channels from batch 1 (pink) and batch 2 (blue) experiments were considered quantified (green).

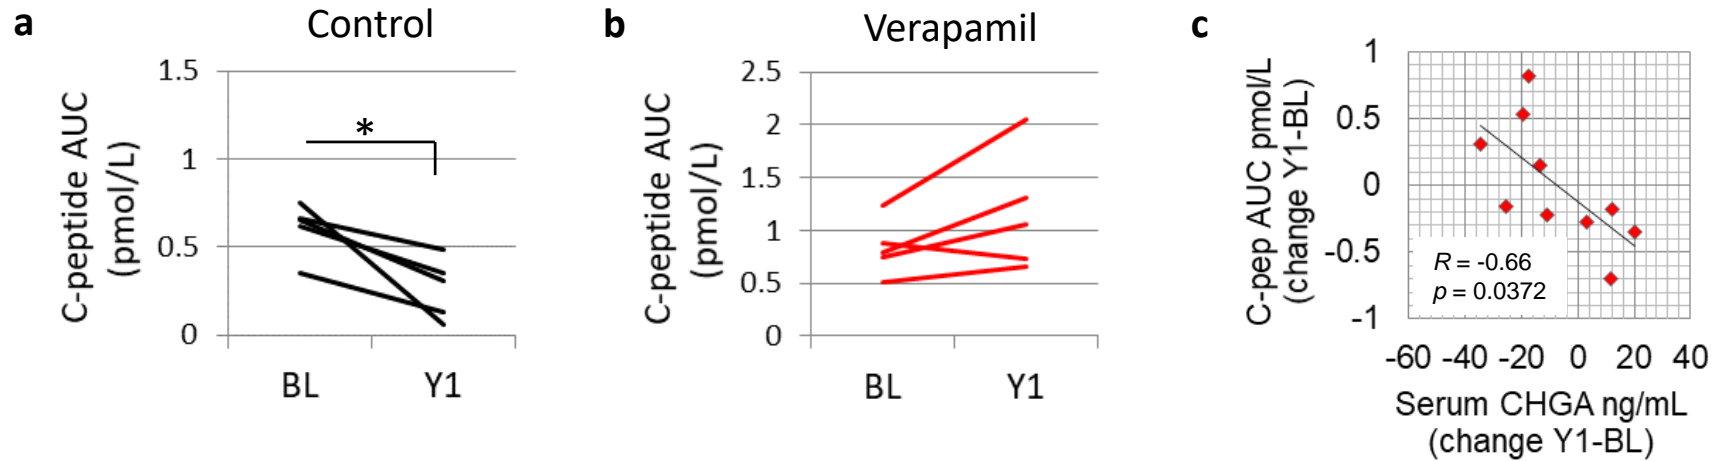

**Supplementary Figure 3: Individual changes in C-peptide AUC and correlation with changes in CHGA.** Stimulated C-peptide AUC at BL and Y1 in individual subjects with T1D receiving placebo (black) (two-tailed, paired Student's t-test:  $t_4 = 3.673$ ,  $*P = 0.0213$ ) **(a)** or verapamil (red) **(b)**. Pearson correlation (two-tailed) of the individual changes in C-pep AUC and serum CHGA ( $R = -0.66$ ,  $P = 0.0372$ ) **(c)**.

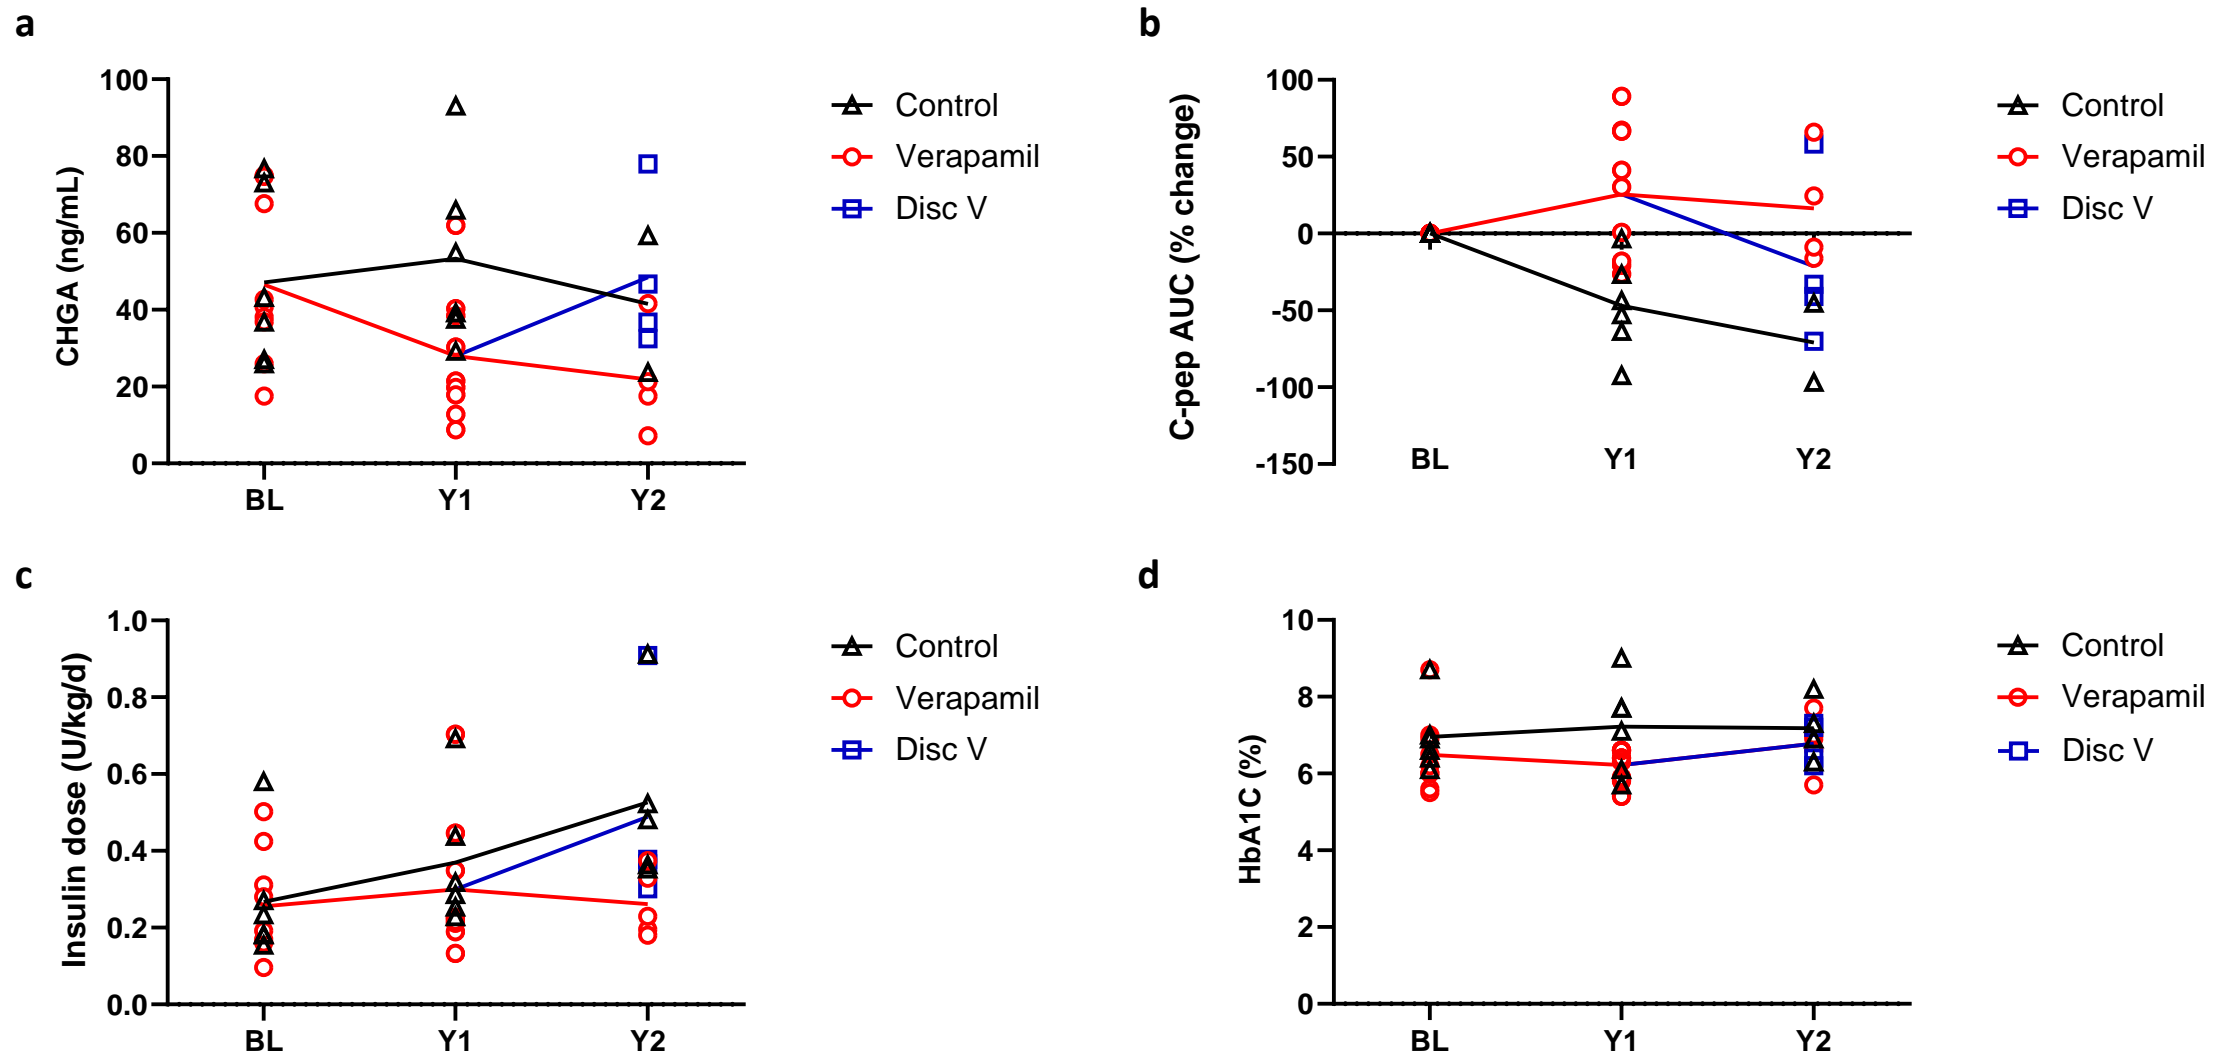

**Supplementary Figure 4: Individual insulin requirements, beta cell function and CHGA over 2 years of T1D treatment with verapamil.**

Changes over time in serum CHGA as assessed by ELISA (**a**), stimulated C-peptide AUC (**b**), daily insulin dose (**c**) and blood glucose control as assessed by HbA1C (**d**) in subjects with T1D receiving verapamil for 2 years (Verapamil), discontinuing verapamil after the first year (Disc V), or not taking any verapamil (Control). Individual data points are shown and lines represent means.

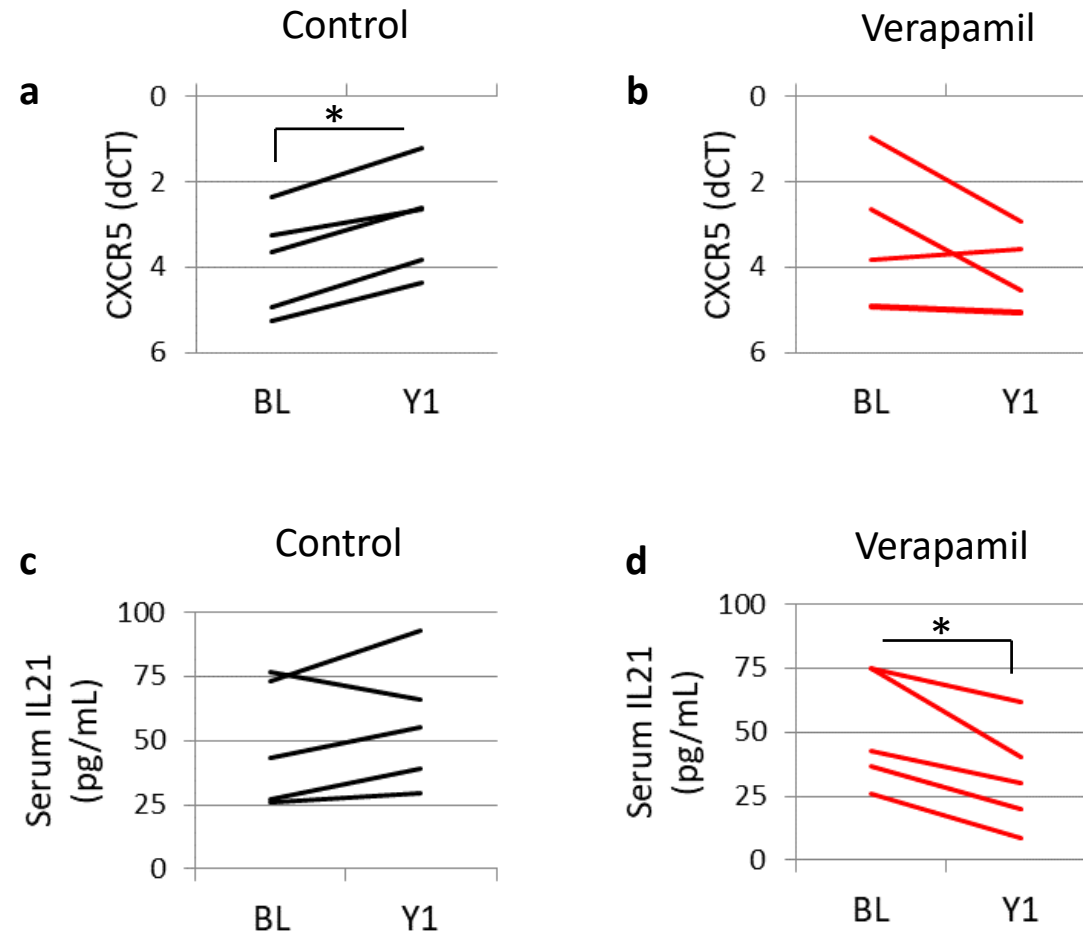

**Supplementary Figure 5: Individual changes in CXCR5 and IL-21 in response to verapamil.** Expression of CXCR5 as assessed by qPCR in PBMCs at BL and Y1 in individual subjects with T1D receiving placebo (black) (two-tailed, paired Student's t-test:  $t_4 = 9.862$ ,  $*P = 0.0006$ ) **(a)** or verapamil (red) **(b)**. Individual changes in serum IL21 as assessed by ELISA in subjects receiving placebo **(c)** or verapamil (two-tailed, paired Student's t-test:  $t_4 = 4.667$ ,  $*P = 0.0095$ ) **(d)**.

# Supplementary material for: Exploratory study reveals far reaching systemic and cellular effects of verapamil treatment in subjects with type 1 diabetes
**Source:** Nat Commun. 2022 Mar 3;13:1159. doi: 10.1038/s41467-022-28826-3
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis SAS 9.4, SigmaStat 4.0, lme4 package [doi:10.18637/jss.v067.i01], R language [https://www.R-project.org/], mzRefinery MS-GF+ v2109.08.26, PlexedPiper [https://github.com/PNNL-Comp-Mass-Spec/PlexedPiper], DESeq2, MASIC (v3.0.7235) [https://github.com/PNNL-Comp-Mass-Spec/MASIC/], Enrichr, STAR (v2.4.2a), Salmon (v0.8.2)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The proteomics data that support the findings of this study have been deposited in ProteomeXchange with accession: PXD026601. The MS raw datasets can also be found in the online repositories: Massive.ucsd.edu with accession: MSV000087598 [https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=931c7e16f6ee44be98cbfec8121cc24d].

The transcriptomics data have been deposited in GEO with accession: GSE181328 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181328]

Publicly available data sets used can be accessed at: [https://www.ncbi.nlm.nih.gov/assembly/GCF\_000001405.33/] (H. sapiens reference genome GRCh38.p7) and [https://www.uniprot.org/proteomes/UP000005640] (UniProt human proteome database).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined by the number of participants in the initial randomized controlled trial (NCT02372253) and the availability of eligible serum samples from the study participants.                                                                                                                |
| Data exclusions | All available data was included in the analysis and no data from adequate samples was excluded.                                                                                                                                                                                                              |
| Replication     | All data represent multiple biological replicates as specified in the legends. Based on feasibility and the limited availability of patient samples, experimental replicates were not attempted. Instead, to verify reproducibility and replication, time course experiments and different assays were used. |
| Randomization   | Participants had been randomly allocated into the initial experimental groups.                                                                                                                                                                                                                               |
| Blinding        | Since this was an exploratory follow up study, the investigators were no longer blinded to the study group allocation of participants, but experimenters and statistician remained blinded to study group allocation of samples.                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                                          |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Population characteristics of the the human research participants were well balanced in the experimental groups: age (30 ±2 vs 28 ±3 years), gender (M/F 5/4 vs 3/3), BMI (24.1 ±1.1 vs 24.8 ±1.3) and HbA1c (6.5 ±0.3 vs 6.9 ±0.4) (Supplemental Table S1) and all subjects with T1D had been diagnosed within 3 months and were treated with standard insulin therapy. |
| Recruitment                | For this study we used eligible samples from subjects that had been recruited into the initial double-blind randomized controlled trial.                                                                                                                                                                                                                                 |
| Ethics oversight           | University of Alabama at Birmingham (UAB) Internal Review Board                                                                                                                                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration NCT02372253

|                 |                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study protocol  | <a href="https://clinicaltrials.gov/ct2/show/NCT02372253">clinicaltrials.gov/ct2/show/NCT02372253</a>                                                                                                                                                                        |
| Data collection | Study data was collected at UAB Endocrine Clinics, Birmingham, Alabama from 2/2015- 12/2019.                                                                                                                                                                                 |
| Outcomes        | In the initial trial the primary outcomes measure was defined as the functional beta cell mass determined by area under the curve from a 2-hour mixed meal-stimulated C-peptide and secondary outcomes measures included change in exogenous insulin requirements and HbA1c. |

How the deposited data were processed for this re-analysis (not part of the article)

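The samples were 6 RNA sequencing libraries of human islets, 3 cultured with verapamil and 3 without, from 3 donors who each gave 1 sample of either kind. The mRNA libraries were stranded and were sequenced from 1 end. The authors aligned the reads to GRCh38 with STAR, quantified them with Salmon, and divided the estimated counts by DESeq2's normalization factors. The signal values in the table, as deposited by the authors, are these normalized counts: Salmon's estimates divided by DESeq2's factors. The table holds them for 58037 genes, and none of its columns of values was left unused (0 columns). Most low values of a library were whole multiples of a single step, as division by 1 factor per library gives, but a median of 71.9% of them were, so the whole counts could not be recovered for every gene. Counting models were therefore not fitted, and the values were analysed as normalized signal on the log2 scale. The authors' alignment, quantification and normalization are part of the values and could not be varied, apart from rescaling.

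The replicate numbers of the samples were taken as the donors, A to C. This was checked once in the values, after the mean of the 3 libraries of each condition was removed from them. The untreated and treated libraries of the same number then correlated at 0.45, 0.71 and 0.62. Correlations of all other pairs of libraries ran from -0.75 to 0.12. Removal of that mean pushes pairs within a condition towards negative values. Pairs of unlike number across the conditions ran from -0.58 to 0.12. In no pair of libraries did a gene have identical values above 0 (0 genes), so no library is a copy of another. The groups hold 3 libraries each, too few for a test of outlying samples. In the table, 27 gene symbols had been turned into dates by a spreadsheet and 531 genes had no symbol, so Ensembl identifiers were used throughout. Of the identifiers, 56948 were found in GENCODE release 44, which gave positions on GRCh38, GC content and length; 98.7% of the tested genes had the last pair of values.

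Genes with a mean of at least 10 normalized counts over the 6 libraries were tested (20041 genes), and those with a mean above 500 (9218 genes) were also counted apart, as in Fig. 4a. With a pseudocount of 1, log2 values were fitted in limma with terms for donor and treatment, which leaves 2 residual degrees of freedom. Empirical Bayes moderation with a prior variance that follows mean expression added 6 prior degrees of freedom. The p-values are two-sided, adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. A comparison of 3 libraries against 3 cannot give an exact two-sided p below 0.1, and 3 sign flips cannot give one below 0.25. Standard errors are the moderated ones of limma. The median of all log2 fold changes was -0.002, and it was 0.065 when every library was set to the same total.

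Before the data were examined, the test, the alternatives (except the last pair given below), 30 gene lists and the rule for naming genes were set. By that rule the text names every gene the paper names from the islets, CHGA, the 5 largest rises and the 5 largest falls among genes past the threshold with a mean above 500 and 1 direction in all 3 donors, and members of the lists. CXCL8, CCL20 and ALB were named after their values were seen. The lists cover sterol synthesis, fatty acid synthesis, liver X receptor targets, ATF4 targets, chaperones of the endoplasmic reticulum, NRF2 targets, other members of the thioredoxin network, glucose-responsive genes, pro-survival and pro-apoptotic genes of the BCL2 family, MHC class I processing, MHC class II, interferon-stimulated genes, lysosomal genes, glycolysis, nuclear and mitochondrially encoded genes of the respiratory chain, activity-dependent genes, L-type calcium channel subunits, T-cell genes the paper measured in blood, secretory granule proteins, and markers of beta, alpha, delta and PP, acinar, duct, stromal, endothelial, macrophage and leucocyte, and neutrophil cells. Genes the paper names from the islets were left out of the lists. The lists were written from general knowledge of these pathways and cell types. Every tested member is by definition present in the islet libraries, and a library of whole islets does not show which cells hold it. Lists with at least 3 tested genes were tested with limma's camera (correlation between genes 0.01) and adjusted over the 30 lists. Of the 19 lists past the threshold, 7 were past it with fry (fatty acid synthesis, liver X receptor targets, acinar cells, sterol synthesis, ATF4 targets, granule proteins and the nuclear respiratory chain) and 0 with a correlation estimated from the data, where 3 had an unadjusted p-value under 0.05.

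The alternatives for genes and lists were a fit without the donor block, equal library totals, quantile normalization, pseudocounts of 0.5 and 10, no filter, a test of only the genes with a mean above 500, limma without a variance trend, limma with a robust prior, each donor left out in turn, and, for lists, fry and the estimated correlation. A correction for GC content and length and observation weights from limma's vooma, both with the donor block, were added after the data had been seen. Splits of the 6 libraries into other groups of 3 were fitted in the same way. Permutation tests used 100000 permutations.

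The fit was tested on simulated data with the same donors, means and number of genes, in which 100 genes were changed by 2 log2 units and 100 by 1. In a first simulation, which gave each gene its own moderated variance, 82 and 58 of them were recovered, and 24 of 164 calls, 14.6%, were unchanged genes. In a second, added after the first had been seen, variances were drawn from the fitted prior. Here 69 and 8 were recovered and 5 of 82 calls, 6.1%, were unchanged genes. No gene was recovered in the wrong direction in either (0 genes). Changes of 1 log2 unit were therefore often missed in these simulations, and the share of false calls may exceed the threshold when variances differ between genes of the same mean. The simulations changed 200 of 20041 genes, and added counting noise to variances that already held some. In the islets 3408 genes had an unadjusted p-value under 0.05 in limma. The share missed may thus differ in the real data.

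The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1. Gene ontology sets were not analysed here, so the enrichment in Supplementary Table 5 was not repeated. The values of 1 gene the paper names are not reported here. Sequence variants, HLA alleles and the donors' personal details were not analysed here.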

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

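The tests of scaling, other splits of the samples and the depth of the endothelial genes were chosen before their results were seen. The correction behind the test of GC content and length was added after the data had been seen. All remaining tests were chosen only after their results were seen. The results below concern genes that the paper does not name from the islets, alone or in lists, although it discusses some of the same processes and cell types, and their levels differed between verapamil-treated and untreated islets. The real split was the only 1 of the 10 splits of the 6 libraries into 3 and 3 with as many genes higher (132 of all tested and 104 above a mean of 500) or lower (195 and 115) and with as many lists past the threshold (19). Of the splits, 4 parted all 3 pairs, the real one included, and the others of these gave 0 genes and 2 to 10 lists. The 6 splits that parted 1 pair gave at most 1 gene and 6 to 13 lists. With 10 splits the share cannot fall under 0.1, so the count of splits alone cannot settle the matter, and lists pass the threshold in other splits too. In every other split the verapamil effect enters the error of the fit, so few genes there were largely built in. Where 1 pair was parted, the contrast also rested on 1 donor.

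Sterol genes were higher with verapamil. Beyond the genes the paper names, 20 of 21 genes of sterol synthesis and uptake rose, with a median log2 fold change of 1.75 (camera, adjusted p = 1.35e-21) and medians of 1.72, 1.52 and 2.00 in donors A, B and C. ACAT2 rose by 2.72 and HMGCS1 by 2.62, in 3 of 3 donors each. All 11 lipogenic genes under SREBP1 rose, with a median of 1.49 (adjusted p = 5e-10), and SCD was the most abundant of them at a mean of 66132 normalized counts. Targets of the liver X receptors, which sterols induce, were lower in 5 of 6 cases with a median of -0.59 (adjusted p = 0.0292), and passed neither without donor A (-0.66) nor without donor C (-0.58). The tables argue against a technical origin in the scaling of the libraries, since the medians stayed at 1.68 for sterol genes and 1.44 for lipogenic genes under the scaling that brought them nearest to 0. They argue against GC content or gene length, with 1.81 and 1.39 after that trend was removed, and against a difference in depth as the whole cause: the estimated depth was higher with verapamil in donors A and C and lower in donor B, where the medians were still 1.52 and 1.18. A response of the islets to a lack of sterols is a candidate explanation, and the lower liver X receptor targets (-0.59) are in line with it. Cholesterol itself was not measured.

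AC114947.2, a non-coding RNA gene on the plus strand of chromosome 5 (43287601 to 43290839), rose by 2.48 in 3 of 3 donors. It lies within HMGCS1, on the opposite strand, over 3239 bases. Its log2 fold change less that of HMGCS1 was -0.15 on average, with an SD of 0.59 and a range from -0.54 to 0.52 over 3 donors. Reads of HMGCS1 counted on AC114947.2 and a joint regulation of both genes cannot be told apart on that value, since either would move them together.

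Genes of stress responses were higher. Of 12 genes under ATF4, 11 rose, with a median log2 fold change of 0.64 (adjusted p = 7.22e-05) and medians of 1.09, 0.73 and 0.40 in donors A, B and C. Of 11 chaperones of the endoplasmic reticulum, 8 rose, with a median of 0.20 (adjusted p = 0.0498), which was 0.08 without donor A and 0.29 without donor C and passed in neither case. Of 16 antioxidant genes under NRF2, 12 rose, with a median of 0.61 (adjusted p = 0.000652). Scaling is argued against for the ATF4 genes by a median of 0.62 under the scaling that brought it nearest to 0, GC content and length by 0.70, and depth as the whole cause by 0.73 in donor B. For the antioxidant genes the median was 0.54 in donor A, 0.15 in donor B and 0.72 in donor C, which leaves a broad response of the genes that NRF2 controls open. For the chaperones, scaling did not reverse the direction (0.22 under quantile normalization), but the call was lost under it, so these give no firm result. A stress of the cells from the drug concentration, or from the culture with it, was not tested apart from an effect of calcium channel block.

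Genes of non-endocrine cells were lower. All 25 acinar genes fell, with a median log2 fold change of -1.72 (adjusted p = 3.62e-23), and REG1A was the most abundant at a mean of 145031 normalized counts. The medians were -0.83 for duct cells (8 of 9 lower), -0.82 for stromal cells (17 of 18 lower), -1.40 for endothelial cells (12 of 12 lower), -0.62 for macrophages and leucocytes (11 of 13 lower), -0.85 for neutrophils (4 of 4 lower) and -0.38 for MHC class II genes (7 of 8 lower). The MHC class II list did not pass without donor A (-0.35) or donor B (-0.41), nor the neutrophil list without donor A (-0.72). The most abundant duct and stromal genes were CFTR, at a mean of 17164 normalized counts, and COL1A1, at 20564. The log2 fold change was -3.27 for SULT1C2, -2.92 for TCN1 and -2.63 for MUC6, negative in 3 of 3 donors each, and the call of MUC6 was lost without donor C (-2.75). The tables argue against scaling for the acinar genes (-1.66 under the scaling nearest to 0) and the endothelial genes (-1.33), against GC content and length (-1.58 and -1.34) and against depth as the whole cause (-1.58 for acinar genes in donor B, and -1.17 for the endothelial genes above a mean of 500). The 5 lists of acinar, duct, stromal, endothelial and leucocyte genes fell by different factors (permutation test, p = 1e-05). That p is the smallest that the permutations can give. Labels were shuffled over genes, so it does not measure the spread over the 3 donors. The endothelial median was below the acinar one in donor A (-2.06 against -1.89). In donors B (-1.32 against -1.58) and C (-1.045 against -1.555) it was above. The p-value argues against a lower number of all non-endocrine cells alike among the picked islets only under strict conditions. The genes of a list would have to vary independently, and other islet cells to hold none of them. The 21 acinar genes above a mean of 500 changed by -2.17 to -0.92, also by different factors (permutation test, p = 0.015). Genes that other islet cells also hold would fall less, so this spread cannot tell whether a lower share of acinar cells was the only cause. Both tests leave open a lower share of these cells as part of the cause. For endothelial genes, the 5 above a mean of 500 changed by -1.53 to -0.91 and did not differ (permutation test, p = 0.78), which keeps a lower share of endothelial cells open. Only 4 neutrophil genes had a mean of at least 10, too few and too low to tell fewer neutrophils from other causes. The samples of a donor were picked separately, so a difference in what was picked, a loss of cells in culture with verapamil and a lower expression per cell stay open.

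Genes of endocrine cells and of energy metabolism were lower by smaller amounts. The median log2 fold change was -0.47 for granule proteins (10 of 10 lower), -0.42 for beta cell genes (10 of 12), -0.34 for alpha cell genes (9 of 10), -0.32 for nuclear genes of the respiratory chain (17 of 17), -0.36 for glycolytic enzymes (12 of 15) and -0.28 for mitochondrially encoded genes (13 of 13). For the mitochondrially encoded genes the median was -0.21 with equal library totals (adjusted p = 0.00841). It was 0 under quantile normalization, which says little here, since that step gives the most abundant genes of every library nearly the same values, so scaling stays open for them. Under the scaling that brought them nearest to 0 the others stayed negative, at -0.31 for granule proteins and -0.25 for alpha cell genes with quantile normalization, and at -0.35 for beta cell genes, -0.25 for the respiratory chain and -0.30 for glycolysis with equal library totals. With the correction for GC content and length the beta cell median was -0.29, and the glycolytic median was -0.25 and did not pass. Without donor C the alpha cell median was -0.17 and the mitochondrial median -0.10, and neither passed; without donor A the latter was -0.43 and without donor B the former was -0.56. The glycolytic median was -0.23 without donor B and -0.405 without donor C and passed in neither case. A lower expression in endocrine cells may contribute, but changes of this size were not separated from shifts in the abundance of other transcripts.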

How the results depend on the processing

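The counts of genes, the named genes, the lists and the correlation with serum proteins were recomputed under the alternatives. For 29 named genes and 14 alternatives, 406 values, the direction was reversed in 0 cases, 38 calls were lost and 11 gained. Of the lost calls, all but that of TXNRD1 without donor B (log2 fold change 1.08) and that of MUC6 without donor C (-2.75) came from the fit without the donor block and the fit without a variance trend, which made no calls. For the 30 lists, 57 calls were lost and 2 gained, and 7 medians reversed.

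Without the donor block, 0 genes passed the threshold in either direction, with 494 higher and 440 lower at an unadjusted p-value under 0.05 among all tested genes and 354 and 139 among those with a mean above 500. The alternative's construction shows the cause, since differences between donors then enter the error. Without a variance trend, 0 genes passed, with 1141 higher and 1708 lower at an unadjusted p-value under 0.05, and 546 and 405 above a mean of 500; the cause was not tested. In both fits 0 of the paper's 19 genes passed, with 11 and 15 of them at an unadjusted p-value under 0.05, against 9 in the fit reported. Elsewhere between 8 and 12 of them passed.

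With no filter, 36211 genes were tested, and 240 were higher and 349 lower (183 and 182 above a mean of 500). With only the genes above a mean of 500 tested, 249 were higher and 226 lower, where the test covers fewer genes and the prior is fitted to them alone. With the correction for GC content and length, added after the data had been seen, 206 genes were higher; the cause was not tested. All 327 genes of the reported fit were also called with no filter, and 301 with that correction. With each donor left out in turn, from 46 to 163 genes were higher and from 74 to 262 lower, and above a mean of 500 from 40 to 103 and from 57 to 107. The highest counts came without donor A, where the variances rested largely on the prior. The lowest counts came without donor B or donor C, and 107 and 112 of the 327 genes were shared with those fits. The cause of these low counts was not tested. The counts moved by less than 1.5 times under equal totals, quantile normalization, other pseudocounts, a robust prior and vooma weights. Equal totals changed the balance, to 166 higher and 160 lower.

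Of the 30 lists, 19 passed with camera, 7 with fry and 0 with an estimated correlation, where 3 had an unadjusted p-value under 0.05; the cause was not tested. The medians that reversed belong to lists that did not pass. For lysosomal genes it was -0.055 under quantile normalization and ran from -0.027 to 0.048 over the fits without 1 donor. For interferon-stimulated genes it was -0.021 with vooma weights and ran from -0.155 to 0.317. For the T-cell genes it was -0.215 with vooma weights and ran from -0.383 to 0.517, and for calcium channel subunits it ran from -0.086 to 0.203. The correlation of islet transcripts with serum proteins was 0.024 under quantile normalization and ran from -0.092 to 0.017 over the fits without 1 donor. It moved furthest with only the genes above a mean of 500 tested, to -0.203 over 26 proteins (permutation test, p = 0.317). The cause was not tested.

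A paired count-based test in DESeq2 and another in edgeR, set as alternatives for the case that whole counts were recoverable, were not run, since they were not for every gene. Leucocyte, neutrophil, MHC class II, T-cell and pro-survival lists had fewer than 3 genes above a mean of 500 and gave no value there. With 3 donors and 2 residual degrees of freedom, changes of about 1 log2 unit or less were often missed in the simulations, and this limits what can be said of the genes that did not pass.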

Differences from the paper's values

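The paper reports 907 genes higher and 619 lower with verapamil. The paired limma test gave 132 higher and 195 lower among all tested genes, and 104 and 115 among those with a mean above 500, the range shown in Fig. 4a. None of the alternatives set before the data were examined closed the gap: the nearest counts were 249 higher and 226 lower, with only the genes above a mean of 500 tested, and 349 lower with no filter. The correction for GC content and length and the vooma weights, chosen after the values had been seen, gave 206 and 157 higher and 272 and 253 lower and did not close it either. The paper's volcano plot marks genes by an adjusted p-value under 0.05 from a Wald test in DESeq2, a count-based test that was not run here. Without adjustment for multiple tests, 1085 genes above a mean of 500 were higher and 731 lower in limma at a p-value under 0.05. These are within 1.5 times of the paper's counts. Test and threshold are unlike, so this nearness does not show that the paper's counts were unadjusted. Unadjusted counts in that range were also within 1.5 times of both of the paper's counts under every alternative except equal library totals (1497 and 516), no donor block (354 and 139) and no variance trend (546 and 405). The paper has more genes higher than lower. In the paired limma test more were lower, and the balance turned under equal totals (132 higher and 96 lower above a mean of 500), with only genes above a mean of 500 tested (249 and 226) and, only above a mean of 500, with no filter (183 and 182, against 240 and 349 over all genes tested).

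The paper names GP2 as the gene lowered with the most significance. Here ALB had a slightly lower p-value (6.74e-07 against 6.79e-07). The paper describes TXNRD1, SRXN1 and BCL2L2 as raised significantly, shows TXNIP and IL32 past its FDR line in Fig. 4a and has HLA-B, HLA-C, HLA-G, HLA-DPA1 and HLA-DRA among the lowered genes of Fig. 4b. TXNRD1 passed the threshold (adjusted p = 0.0174). SRXN1 did not (0.0818), but passed with no filter, with only genes above a mean of 500 tested and with the correction for GC content and length, which was chosen after the values had been seen. TXNIP did not pass (0.0592), but passed under quantile normalization, a pseudocount of 10, no filter, only genes above a mean of 500 and a robust prior, and under the GC and length correction and the vooma weights, both chosen after the values had been seen. IL32 did not pass (0.0853), but passed with only genes above a mean of 500 tested. BCL2L2 (0.26) and these 5 HLA genes (0.14 to 0.241) passed in none of the 14 alternatives. All of these genes changed in the paper's direction in 3 of 3 donors, and adjusted over the list alone all 19 of the paper's genes passed. Neither is independent evidence, since the paper chose the genes on these samples.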

Other observations

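The correlation with serum proteins was set before its result was seen, and the other tests in this part were chosen only after. CHGA, whose protein the paper measured in serum, is the gene of chromogranin A. In these islets it had 66509 ± 7645 normalized counts without and 56317 ± 27985 with verapamil (SD, n = 3 donors). Its log2 fold change was -0.36 (standard error 0.23, limma adjusted p = 0.475), higher in donor A (0.25) and lower in donors B (-0.94) and C (-0.39). Over the 14 alternatives it ranged from -0.66 without donor A to -0.07 without donor B.

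Chemokine genes, named after their values were seen, were higher with verapamil in 3 of 3 donors. CXCL8 had a log2 fold change of 2.24 (standard error 0.19, adjusted p = 0.00295) and CCL20 one of 2.44 (standard error 0.27, adjusted p = 0.00689). Both were called in 12 of 14 alternatives, without a reversal. ALB, also named afterwards, had a log2 fold change of -2.38 (standard error 0.17, adjusted p = 0.00207).

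Lists that did not pass the threshold had median log2 fold changes of 0.30 for pro-survival and 0.12 for pro-apoptotic BCL2 genes, -0.48 for glucose-responsive genes, 0.00 for lysosomal genes (9 of 17 higher), -0.26 for delta and PP cell genes, -0.15 for the thioredoxin network, -0.45 for activity-dependent genes (8 of 12 lower), -0.19 for MHC class I processing, 0.05 for interferon-stimulated genes (8 of 16 higher), 0.44 for the T-cell genes (3 tested) and 0.05 for calcium channel subunits (5 tested). Their camera adjusted p-values ran from 0.106 to 0.629. The activity-dependent median was -0.25 without donor B and -0.08 without donor C.

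A fall shared with the other acinar genes would leave GP2 within their range. It fell by more than every acinar gene with a mean above 500 in 3 of 3 donors, and its change was -1.27 relative to their median. The paper singled out GP2 for its fall in these same samples, so a larger fall than that of the other acinar genes is partly built in. The comparison therefore does not decide whether a shared fall is the whole cause for GP2. A lower number of acinar cells may still account for part of it.

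Less interferon signalling might lower the HLA genes. The median of 16 interferon-stimulated genes was 0.05, but 8 went up and 8 down, so it decides nothing, and the hypothesis stays open.

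The hypothesis of islet transcripts that follow the serum proteome was tested across proteins. Across 42 proteins the Spearman rho was -0.02 (permutation test, p = 0.901), which was not distinguishable from 0, and since blood proteins come from many tissues it neither excludes nor bears out a contribution of the islets for single proteins.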
